# Nucleoid remodeling during environmental adaptation is regulated by HU-dependent DNA bundling

**DOI:** 10.1038/s41467-020-16724-5

**Published:** 2020-06-09

**Authors:** Soumya G. Remesh, Subhash C. Verma, Jian-Hua Chen, Axel A. Ekman, Carolyn A. Larabell, Sankar Adhya, Michal Hammel

**Keywords:** DNA, SAXS, X-ray crystallography, X-ray tomography, Bacterial structural biology

## Abstract

Bacterial nucleoid remodeling dependent on conserved histone-like protein, HU is one of the determining factors in global gene regulation. By imaging of near-native, unlabeled *E. coli* cells by soft X-ray tomography, we show that HU remodels nucleoids by promoting the formation of a dense condensed core surrounded by less condensed isolated domains. Nucleoid remodeling during cell growth and environmental adaptation correlate with pH and ionic strength controlled molecular switch that regulated HUαα dependent intermolecular DNA bundling. Through crystallographic and solution-based studies we show that these effects mechanistically rely on HUαα promiscuity in forming multiple electrostatically driven multimerization interfaces. Changes in DNA bundling consequently affects gene expression globally, likely by constrained DNA supercoiling. Taken together our findings unveil a critical function of HU–DNA interaction in nucleoid remodeling that may serve as a general microbial mechanism for transcriptional regulation to synchronize genetic responses during the cell cycle and adapt to changing environments.

## Abstract (web summary)

HU is among the most conserved and abundant nucleoid-associated proteins in eubacteria. Here the authors investigate the role of histone-like proteins (HU) in the 3D organization of the bacteria DNA and show via soft X-ray tomography the process of nucleoid remodeling.

## Introduction

Nucleoid remodeling facilitated by DNA organization activities of nucleoid-associated proteins (NAPs) is one of the determining factors of global gene regulation^1–4^. HU is among the most conserved and abundant NAPs in eubacteria and has major role in the nucleoid structure^5^ (Supplementary Figure 1a). Mutations or the deletion of HU transform the *Escherichia coli* nucleoid to different forms and alter transcription program^6–8^. HU causes gene expression changes by modulating the 3D arrangement of DNA at different length scales within the nucleoid; by facilitating DNA looping in a promoter region, trapping free supercoils, indirectly altering supercoiling through DNA topoisomerases, or perhaps by promoting long-range DNA–DNA contacts^6,7,9,10^. As opposed to other NAPs (H-NS, Fis, and IHF) that are specifically localized within the nucleoid due to DNA sequence-specific binding, HU is largely scattered throughout the whole nucleoid owing to its non-sequence-specific DNA binding^11,12^. Although HU binds DNA regardless of the sequence it exhibits two DNA-binding modes. It binds with low-affinity to linear DNA through a phosphate lock mechanism but binds damaged (kinked) or cruciform DNA specifically with high affinity through its long β-ribbon arms^13,14^. High-affinity sites are presumably much fewer in the *E. coli* chromosome and HU mostly interacts with chromosomal DNA through low-affinity binding. In *E. coli*, HU exists as homo- or heterodimers of HUα and HUβ subunits. Owing to differential expression and stability of the two subunits during *E. coli* growth cycle, HUαα predominates in the growth phase, whereas HUαβ in the stationary phase^15^, pointing to distinct roles of HUαα and HUαβ in nucleoid architecture and gene expression during growth and stasis, respectively. We have previously shown that the non-sequence-specific DNA-binding mode of HU causes bundling of independent DNA strands through HUαα–HUαα multimerization that is maintained by a zipper-like network of hydrogen bonds of highly ionized amino acids^7^. However, whether HU-mediated DNA bundling depends on environmental changes and growth conditions remained unclear.

In this study, we provide a holistic view of the molecular connections between HU–DNA interactions and the nucleoid architecture as it correlates to global regulation of bacterial gene expression during growth, stasis and under stress. Using an X-ray based imaging technique called soft X-ray tomography (SXT)^16^, we characterized the higher-order *E. coli* nucleoid organization in near-native state and revealed an effect of HU surface charges in its overall remodeling during cell growth and environmental adaptation. To define the mechanistic basis of these cellular consequences, we determined the overall organization of HUαα nucleoprotein complexes in solution by small-angle X-ray scattering (SAXS). We find that HUαα organizes DNA differently at different ionic strengths and pHs. By means of macromolecular crystallography (MX), we additionally elucidate HUαα-dependent molecular switches that modulate the DNA organization. Finally, by means of next-generation RNA sequencing (RNA-Seq), we find a link between the nucleoid remodeling and changes in global transcription. This integrative structural study explains how HU can regulate dynamic transformations during nucleoid remodeling as it correlates to global gene regulation.

## Results

### Nucleoid remodeling during *E. coli* growth, stasis, and under stress

To determine how HU regulates *E. coli* nucleoid architecture during bacterial growth phases and under stress conditions, we imaged wild-type cells (WT) under normal (pH ~7) and acidic (pH ~5) growth conditions as well HUα mutant (HUα^E34K^) using SXT. Glu34 was previously identified to be critical to hydrogen bond formation for HUαα–HUαα multimerization that maintains HUαα/DNA nucleoprotein complexes in vitro^7^. SXT is a high-resolution (60 nm or higher) imaging method that can be applied to fully hydrated, cryo-fixed, and unstained cells in their most native state^16,17^. X-ray absorbance is measured within the “water window” (284–543 eV) where biological materials with differential carbon and nitrogen based composition absorb X-rays an order of magnitude more than the surrounding water. This absorption follows the Beer-Lambert law wherein the photon absorption is linear and a function of the biochemical composition at each spatial position in the cell, generating a unique Linear Absorption coefficient (LAC) measurement for each voxel (3D pixel)^16,17^. Sub-cellular structures are observed non-invasively and segmented based on their LAC differences allowing 3D visualization of their spatial organization (Supplementary Figure 1b). The reproducible and quantitative capabilities of SXT LAC measurements have been previously shown and were successfully utilized in segmenting eukaryotic cells^17^.

In contrast to the segmentation of sub-structures in eukaryotic cells, lack of membrane-bound organelles makes it challenging to resolve distinct regions in bacterial cells. Nevertheless, our computer-generated SXT orthoslices (virtual sections) through the WT *E. coli* cells at 60 nm resolution revealed a region of low-LAC with less-bioorganic material (yellow, less condensed) surrounded by a region of high-LAC with more bioorganic material (blue, more condensed) (Fig. 1a). In agreement with conventional fluorescence imaging results, the less-condensed material correlates with the distribution of HU and thus corresponds to the nucleoid^12,18^. The cell periphery enriched in ribosomes^12,19^ corresponds to the condensed biomaterial in our SXT imaging and results in LAC values > 0.4 μm^−1^.

**Fig. 1:**
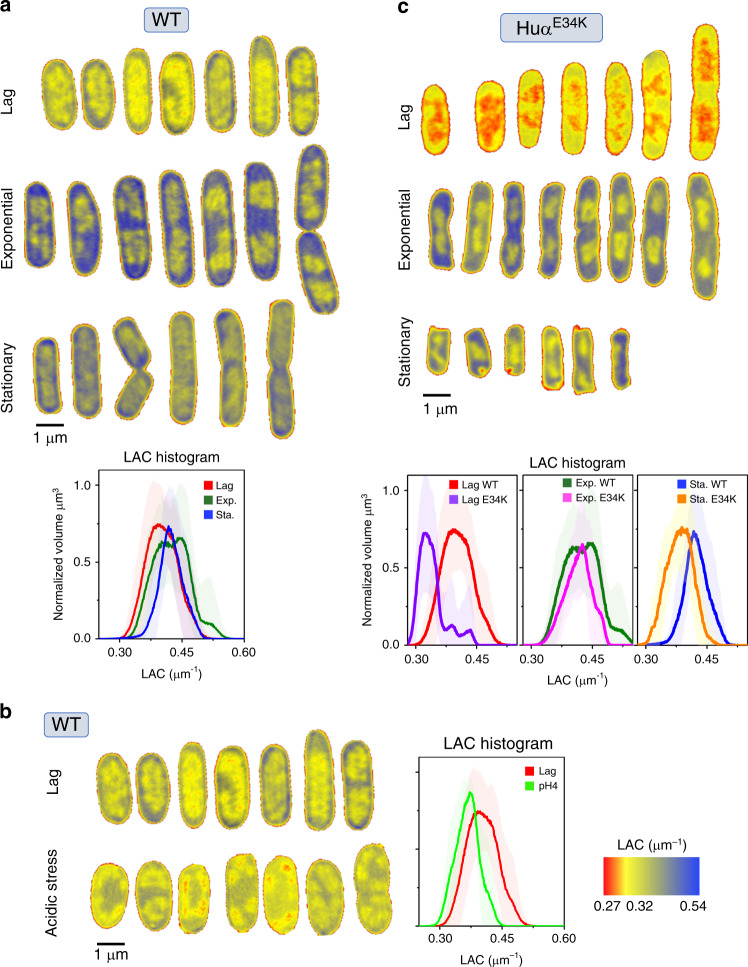
Bacterial nucleoid phase transitions under acidic stress and upon HUαα mutation. **a**–**c** Representative orthoslices of *E. coli* wild-type (WT) cells are shown for lag, exponential, stationary growth phases in normal growth media (**a** upper left), under acidic stress (**b** lower left) and upon HUα^E34K^ mutation (**c** upper right) within the LAC range 0.27–0.54 μm^−1^ (red to blue, shown bottom right inset). Associated LAC histograms present a quantitative measure of nucleoid rearrangement during transition from lag to stationary phase for WT cells in normal growth media (**a** lower panel) and under acidic stress (**b** right panel) and for HUα^E34K^ mutant cells (**c** lower panel). LAC histograms data are presented as mean values ± SD determined from *n* = 10 independent bacterial cells for each condition.

The SXT orthoslices of the cells in the lag phase (Fig. 1a) showed a diffused nucleoid region. A histogram of LAC values of the WT cells harvested in the lag phase (OD_600_ 0.2) showed a broad distribution with the maxima at ~0.39 μm^−1^ (Fig. 1a). On the other hand, significant separation of the nucleoid region from cell periphery in the exponential growth phase (OD_600_ ~0.5) indicated distinct segmentation of the nucleoid from the cytosol (Fig. 1a). This phase separation was reflected by two maxima in LAC histogram (Fig. 1a, lower panel). WT cells in stationary phase showed more-condensed nucleoid region with a significant shift in the LAC histogram towards higher values with maxima at ~0.41 μm^−1^ (Fig. 1a, lower panel) and showed phase separation of nucleoid region. The physical basis of the phase separation emerges by visualization of the 3D reconstruction of the nucleoid region segmented and color-coded based on SXT LAC values. Spatially, the higher-order organization of the nucleoid into distinct domains is akin to the nucleoid macrodomains organization (Fig. 2b, and Supplementary Movie 1)^10,20^ where domains appear physically insulated from each other (Fig. 2b and Supplementary Figure 1b). Although, localization of the macrodomains, namely *ori*, *left*, *right,* and *ter* cannot be readily achieved with SXT alone, this first high-resolution near-native visualization of the bacterial nucleoid is consistent with the established global organization of the bacterial chromatin (reviewed in ref. ^21^). The 3D reconstructions of the WT cells showed a region with high-bioorganic content located at the center of the cell called here as “nucleoid core” (Fig. 2a, b). The macrodomain architecture of individual chromatin arms varied within a dividing cell and between different cells in similar growth phase (Fig. 2b and Supplementary Figure 1b) indicating dynamic rearrangements of the nucleoid during the cell cycle as suggested previously^12,18,22^. Despite the dissimilarity in the macrodomain arrangement, the nucleoid material in the lag and exponential phases adopt well-segmented interconnected regions separated from the cytosolic material (Fig. 2b). Interconnected regions are easily seen after volume skeletonization (see Methods), whereas distinct domains are absent in the stationary phase (Fig. 2b and Supplementary Movie 1).

**Fig. 2:**
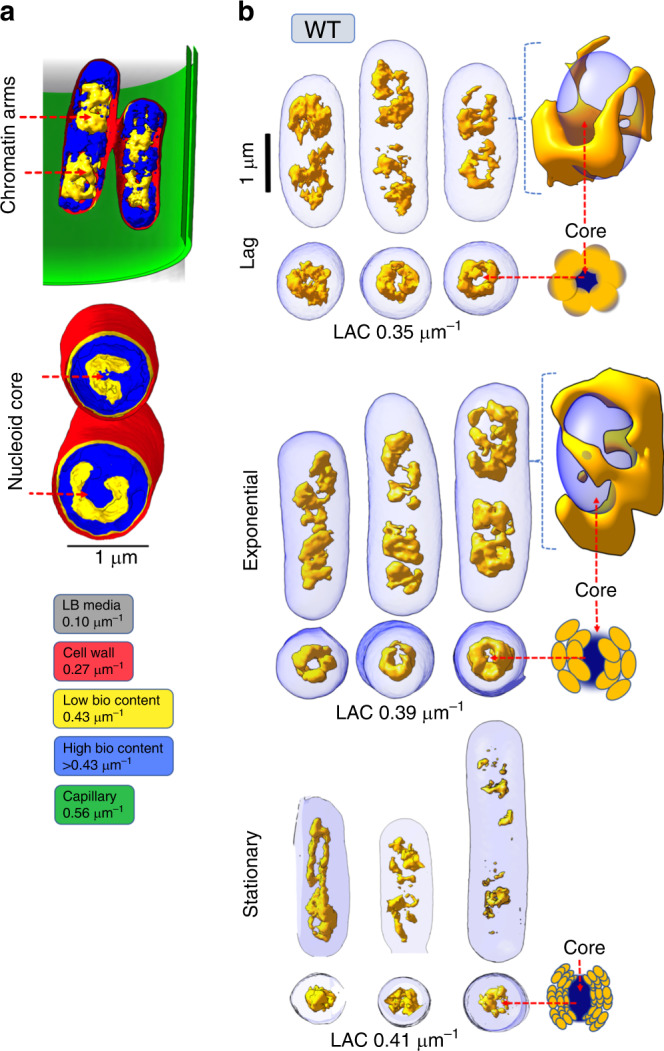
Volumetric reconstructions of *E. coli* nucleoid visualized at high spatial resolution. Soft X-ray tomography volumetric three-dimensionsal (3D) reconstructions displays *E. coli* nucleoid architecture and organization at high spatial resolution (~60 nm) (**a**) 3D tomographic reconstructions of *E. coli* cells in a glass capillary are shown for reference. The different regions with distinct LAC are labeled as LB media (gray, LAC 0.10 μm^−1^), cell wall (red, LAC ~0.27 μm^−1^), nucleoid (yellow, ~0.43 μm^−1^), high-bioorganic content (blue, LAC > 0.43 μm^−1^) and capillary (green, LAC 0.56 μm^−1^) (see also Supplementary Figure 1b). **b** Bacterial nucleoid (yellow) is segmented from the cytosol (blue). Representative surface renderings of 3D reconstructions are shown for *E. coli* WT cells for lag, exponential, and stationary phase in normal growth media (see also Supplementary Movie 1). Cartoon shows bacterial nucleoid core (deep blue) surrounded by distinct lobular nucleoid macrodomain architecture (yellow) in normal growth media.

Under acidic stress (buffered at ~pH 5) WT *E. coli* cells had significantly longer generation times and reached a final OD_600_ of only ~0.2 similar to lag phase of WT *E. coli* cells grown in normal pH (pH ~7) after 4 hours of growth (Supplementary Figure 1c). Interestingly, the nucleoid region under acidic stress, appeared less-condensed compared with WT *E. coli* cells grown in normal pH as shown by SXT orthoslices and a shift to lower LAC values in the LAC histogram (Fig. 1b). Although the overall morphology of the segmented macrodomains that surrounded the condensed core remained similar to the lag phase WT *E. coli* cells grown in normal pH, the 3D reconstructions showed bulkier cells with diffused borders between the nucleoid region and the cytosolic material (Fig. 3a).

**Fig. 3:**
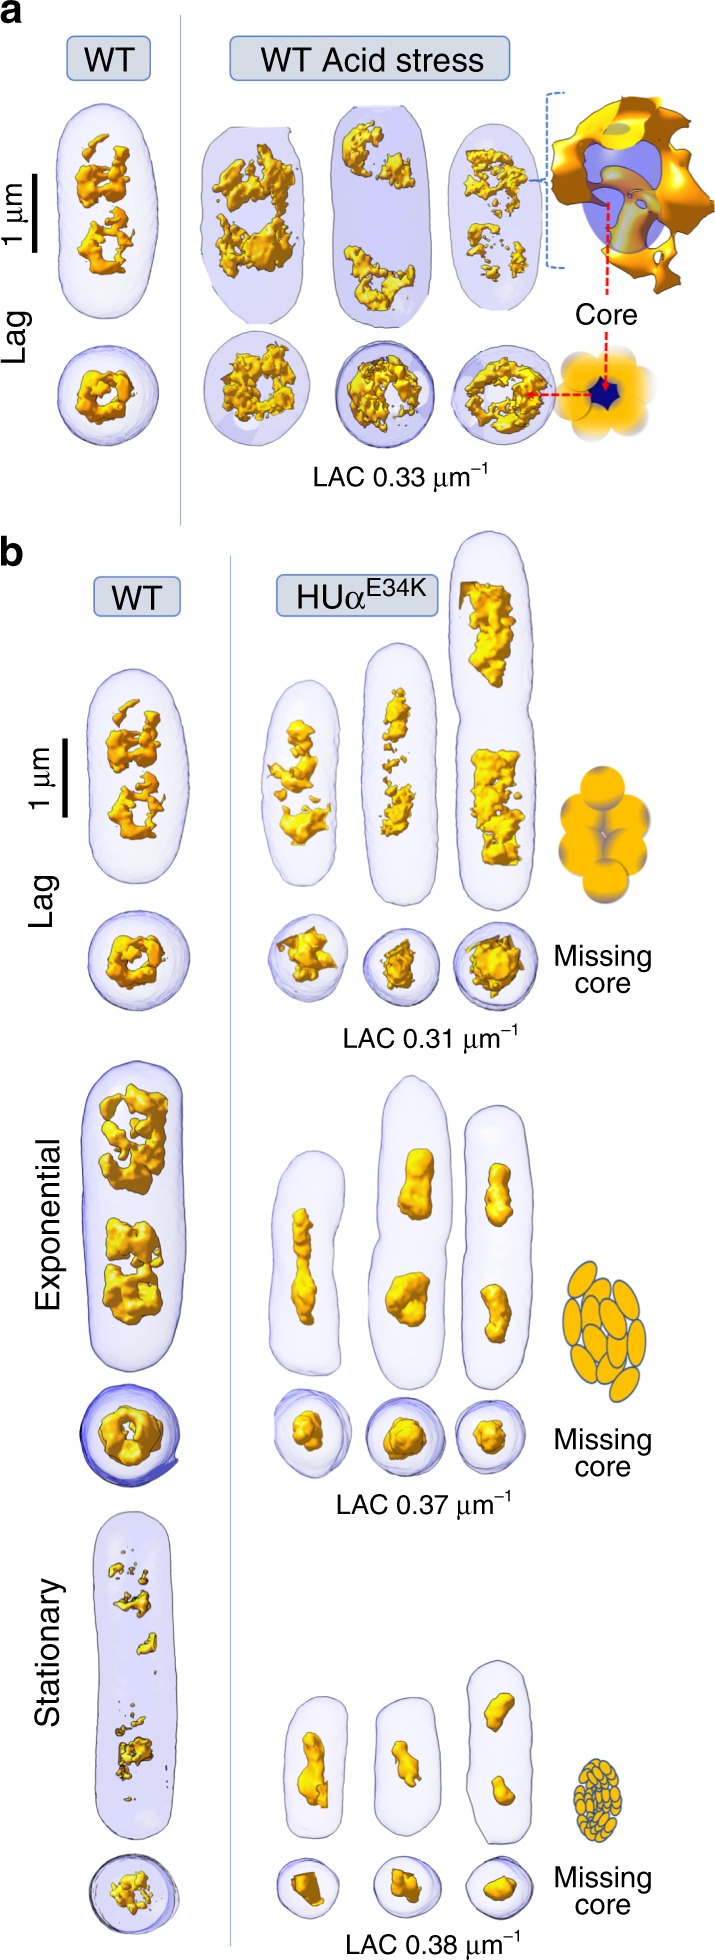
Bacterial nucleoid remodeling under acidic stress and upon HUαα mutation. Bacterial nucleoid (yellow) is segmented from the cytosol (blue). Representative surface renderings of 3D reconstructions are shown comparing **a** *E. coli* WT cells lag phase in normal growth media and under acidic stress and **b** *E. coli* WT cells in normal growth media with HUα^E34K^ mutant cells. Cartoon shows nucleoid core (deep blue) surrounded by distinct lobular nucleoid macrodomain architecture (yellow) in normal growth media that changes to **a** diffused nucleoid region under acidic stress, whereas the lobular bacterial nucleoid has **b** caved-in for the mutant cells.

The pH-dependent nucleoid remodeling prompted us to evaluate the *E. coli* mutant strain—HUα^E34K^ with mutation of an ionized HUα surface residue critical to HUαα–HUαα multimerization in vitro^7^ for effects on the nucleoid architecture. The mutant HUα^E34K^ strain had similar growth rate as WT *E. coli* cell at normal pH (Supplementary Figure 1c) while the cell morphology of HUα^E34K^ cells appeared different from WT *E. coli* cells in exponential and stationary phase (Fig. 1a, c). Orthoslices of HUα^E34K^ cells in the lag phase showed less-condensed nucleoid region than WT *E. coli* cells grown at normal pH with some recovery of condensation in exponential and stationary phase (Fig. 1c). Although, lag phase LAC histogram of HUα^E34K^ cells showed a striking shift to lower LAC values with maxima ~0.32 μm^−1^ similar to WT *E. coli* cells under acidic stress (Fig. 1c, lower panel), 3D reconstructions showed that the nucleoid organization in HUα^E34K^ cells is distinct from WT *E. coli* cells under acidic stress (Fig. 3b).

The distinct phase separation evident as two maxima in the exponential phase LAC histogram of WT *E. coli* cells in normal pH was not seen in HUα^E34K^ cells, whereas there was shift to lower LAC values in the stationary phase LAC histogram (Fig. 1c, lower panel). The remodeling of the nucleoid core in the HUα^E34K^ cells regardless of the growth phase suggested that HUα is possibly also relevant in maintaining the nucleoid core in addition to the overall nucleoid organization (Fig. 3b). This nucleoid remodeling in HUα^E34K^ cells suggest that the HUα dependent long-range DNA–DNA contacts identified previously^10^ were disrupted, presumably as a consequence of direct effect on HUαα multimerization.

### HUαα surface charge regulates DNA bundling

To understand the mechanism of the HU-dependent cellular outcome of nucleoid remodeling, we characterized the HUαα nucleoprotein complexes in solution by SAXS (Fig. 4). We measured SAXS of HUαα in complex with 80 base pair (bp) DNA of random sequence to understand its overall organization under varied pH and salt concentrations. We deduced that at pH 4.5 and 5.5, HUαα-80bp DNA readily self-assembled into ordered lamellar structures leading to DNA bundling evident by an initial slope of q^−2,^^23^ and distinct diffraction peaks in the 1D-SAXS profile (Fig. 4a, b and Supplementary Figure 2a, b). We fit the scattering patterns as a random lamellar phase (sheet) with Caille structure factor (see Methods). The presence of the diffraction peak indicated that the physiological salt concentration of 150 mm NaCl supported lamellar assembly at pH 4.5 (Fig. 4a). This assembly with DNA spacing of 42 Å transformed into a filament-like nucleoprotein assembly at 300 mm NaCl concentration (Fig. 4a and Supplementary 2a). We further observed that at pH 5.5, the spacing between the parallel DNAs shifted from 42 Å to 70 Å or 60 Å (Fig. 4b) with a decrease in ionic strength. Further increase in the pH to 6.5 abolished the formation of lamellar structures with the exception at a sub-physiological salt concentration of 50 mm NaCl (Fig. 4c, d and Supplementary Figure 2c, d). Atomistic models of HUαα-80bp DNA filaments matched the length of ~270 Å defined by the pair distribution function (P(r)) (Supplementary Figure 2e, f) and agreed well with the experimental SAXS data (Fig. 3a and Supplementary Table 2). Our previous mutational analysis^7^ together with pH-dependent altering of HUαα–DNA interactions reported here, suggested that HUαα surface electrostatic dictates the hydrogen bond network critical to HUαα–HUαα multimerization that controls DNA bundling (Fig. 4e).

**Fig. 4:**
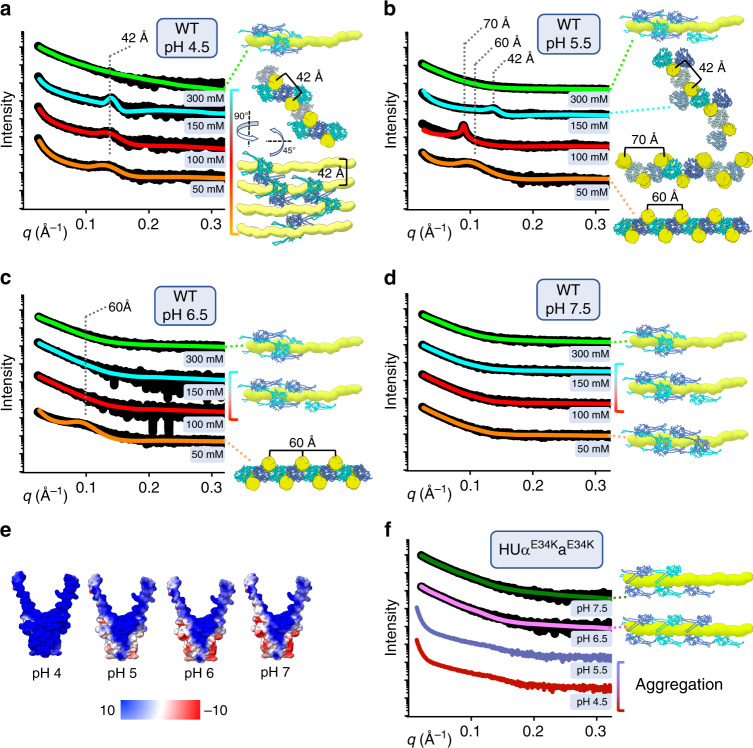
HUαα surface charge impact HU–DNA assembly in solution. **a**–**d** Experimental SAXS curves for HUαα −80 bp DNA complex measured at different pH and increasing salt concentration are shown. **a** At pH 4.5, the SAXS match the lamellar structures with DNA spacing 42 Å at 50 mm and 100 mm NaCl that changes to filament-like structures at 300 mm NaCl (see also Supplementary Figure 2a). **b** At pH 5.5, the SAXS curves match the lamellar structures with DNA spacing ~60 Å at 50 mm NaCl, ~70 Å at 100 mm NaCl, and ~42 Å at 150 mm NaCl that changes to filament-like structures at 300 mm NaCl (see also Supplementary Figure 2b). **c** At pH 6.5, the experimental SAXS match the lamellar structures with DNA spacing ~60 Å at 50 mm NaCl that changes to filament-like structures at higher salt concentrations (see also Supplementary Figure 2c, e). **d** At pH 7.5, the SAXS match the lamellar structures with DNA spacing ~60 Å at 50 mm NaCl that changes to filament-like structures at higher salt concentrations (see also Supplementary Figure 2d, f). **e** Electrostatic surface potential for HUαα calculated at the pH = 4.0, 5.0, 6.0, and 7.0. **f** SAXS for HUα^E34K^α^E34K^ −80 bp DNA show aggregation at pH 4.5 and 5.5, and filament-like structures at pH 6.5 and 7.5 (see also Supplementary Figure 3).

To test this hypothesis, we measured SAXS of HUα surface residue mutant, HUα^E34K^ in complex with 80 base pair (bp) DNA at different pH. We found that the positively charged HUα^E34K^ mutation disrupted DNA bundling in a protein concentration-independent manner and led to the formation of filament-like nucleoprotein structures at pH 6.5, 7.5, and aggregations at pH 5.5, 4.5 with no diffraction peaks (Fig. 4f). The uniform separation of HUα^E34K^α^E34K^ dimers on DNA at low protein concentration (<2x dimers per 80 bp DNA) appeared as a distinct shoulder in the P(r) function at ~75 Å spacing (Supplementary Figure 3a) and indicates lack of HU-HU multimerization on the DNA. At higher protein concentration (>4× dimers per 80 bp DNA) P(r) shoulder disappears, suggesting HUα^E34K^α^E34K^ covers the DNA completely. Indeed, atomistic models of HUα^E34K^α^E34K^ covering the entire length of the DNA agreed with the SAXS data of the complex with no evidence for bridging or bundling of DNAs (Fig. 4f). Collectively, our SAXS analysis provided support for the critical importance of HUαα surface charge in DNA bundling that manifests into the mesoscale as nucleoid remodeling.

### Molecular switch in HUαα coupling alters DNA bundling

In order to elucidate the molecular-level mechanism that alters the DNA bundling, we determined crystal structures of HUαα in complex with 19 bp DNA of random sequence at pH ~4.5 and ~5.5 and low ionic strength (~100–150 mm NaCl) (Fig. 5a, b; Supplementary Figure 4a, b and Supplementary Table 1). Structures at both pH showed linear DNA conformation across the HU α-helical “body” (Fig. 5a, b and Supplementary 4a,b) rather than the bent DNA conformation between extended β-ribbon “arms” of HUαα seen with structurally specific DNA interactions^14^ (Fig. 5a-inset). Moreover, the non-sequence-specific DNA-binding mode of HUαα in the structures at pH ~4.5 and 5.5 resulted in virtual sliding of the DNA relative to HUαα with out-of-register duplex positions forming distinct HUαα–DNA interfaces. Superimposition of these interfaces revealed the ball-socket joint around the DNA minor grove that permits tilt and twist of HUαα on DNA (Fig. 5c).

**Fig. 5:**
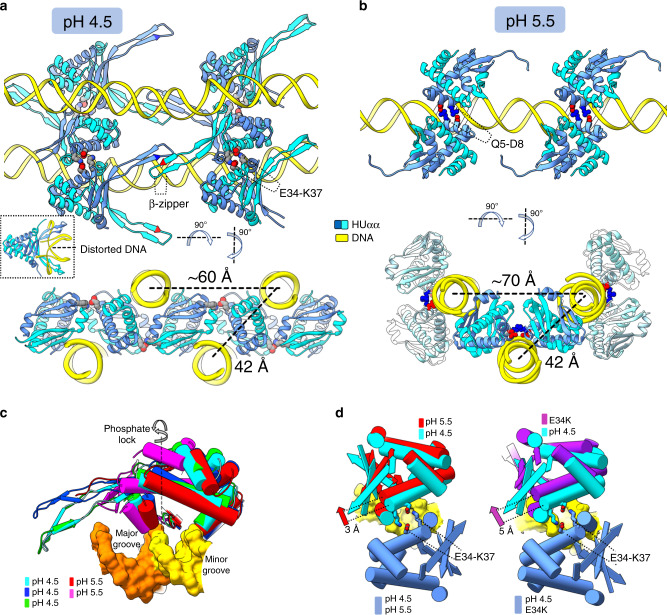
Structural details of HUαα-DNA assembly reveal promiscuity in HUαα-DNA and HUαα-HUαα interfaces. **a**–**b** Orthogonal views of HUαα-DNA structures at pH 4.5 and pH 5.5 combining several asymmetric units (see also Supplementary Figs. 4 and 5a–c). **a** At pH 4.5, two distinct HUαα-HUαα interaction interfaces are seen–the highly electrostatic E34-K37 interface and the HUαα-HUαα arm β-zipper (some DNA strands have been removed for clarity). Distances between two sets of parallel DNA that correspond to diffraction peaks observed in solution scattering are highlighted. Inset–previously reported crystal structure of HUαα with artificially distorted DNA (PDBID: 1P71) with HUαα-arms intercalating between base pairs in the DNA minor grooves. **b** At pH 5.5, HUαα–HUαα interaction interface between residues Q5 and D5 is highlighted (some DNA strands have been removed for clarity). Distances between two sets of parallel DNA that correspond to diffraction peaks observed in solution scattering are highlighted. **c** Non-specific DNA-binding mode of HUαα results in several non-superimposable HUαα-DNA interfaces relative to the phosphate lock. Superimposition of the distinct HUαα-DNA interfaces at pH 4.5 and pH 5.5 reveals the ball-socket joint around the DNA minor grove. **d** Superimposition of the HUαα–HUαα interface from the crystal structure of HUαα–DNA at the pH 4.5 with interface seen in the crystal structure at the pH 5.5 (left panel) or crystal structure of HUα^E34K^α^E34K^-DNA (right panel). Unpaired HUαα dimers at pH 5.5 and HUα^E34K^α^E34K^ dimers shows the 3 Å and 5 Å shift along the DNA minor grove relatively to the coupled HUαα dimers at pH 4.5 (see also Supplementary Figure 5d and Supplementary Movie 2).

We had shown in a previous study that HUαα has two identical faces, either of which interact with DNA through a phosphate lock between the G46-K83 peptide^7^. Combining several asymmetric units (ASU) for either structure at pH ~4.5 and ~5.5, we observed that two parallel DNA strands 42 Å apart are engaged by the phosphate locks around the two faces of an HUαα dimer. The DNA spacing of 42 Å is also observed in solution at low pH and certain ionic strength and is repeated as represented in our DNA bundle model (Fig. 4a). In addition to the interaction of positively charged HUαα body, HUαα arms support intermolecular bundling of DNA. We found that at pH 4.5 the parallel DNA strands were bridged through an additional β-zipper interaction involving the arms of oppositely facing DNA bound HUαα dimers (Fig. 5a). These HUαα dimers held arms through the intermolecular backbone hydrogen bonds between the highly conserved residues R61 and N62 (Supplementary Figs. 1a and 5a, c). The flexible elbow joint (residues A57, A73) positioned the arms to form the β-zipper reinforcing the DNA bundle (Supplementary Figure 5c). In contrast, HUαα arms did not supplement the DNA bundling at pH 5.5 (Fig. 5b). Interestingly, another major difference between the structures at different pH was in the coupling of two HUαα dimers connecting additional parallel DNA strands. In the structure at pH ~4.5, two HUαα dimers couple around the minor groove of a DNA strand through intermolecular hydrogen bonds between residues E34K and K37 (Fig. 5a and Supplementary Figure 5a). In contrast, the intermolecular hydrogen bonds were disrupted in the structure at pH ~5.5 uncoupling the HUαα dimers by shifting one dimer ~3 Å away (Fig. 5d, left panel and Supplementary Movie 2). Instead, we observed alternative coupling of HUαα dimers through intermolecular hydrogen bonds between residues D8 and Q5 (Fig. 5b and Supplementary Figure 5b). The alternative coupling and lack of arm bridging transitioned the DNA–DNA spacing in the crystal to 70 Å (Fig. 5b) that corroborated our observations in solution at similar pH and higher ionic strength (Fig. 4b). We concluded that the altered surface charge owing to change in protonation state of residue E34 (Fig. 4e) altered intramolecular hydrogen bond that leads to the formation of alternative HUαα–HUαα coupling through residues D8 and Q5 at pH 5.5 and explained the shift in nucleoprotein organization in solution. The crystal structure of surface residue mutant HUα^E34K^α^E34K^ with the 19 bp DNA further validated the importance of HUαα–HUαα coupling in DNA bundling. The lack of hydrogen bond network caused a separation between the HUα^E34K^α^E34K^ dimers to even larger distances of ~5 Å. (Fig. 5d, right panel and Supplementary Movie 2). No alternative HUα^E34K^α^E34K^- HUα^E34K^α^E34K^ coupling similar to that for HUαα/19 bp DNA at pH ~5.5 was observed either which correlated with the observation of filament structures of HUα^E34K^α^E34K^-80 bp DNA in solution (Fig. 4f and Supplementary Figure 3a). The phosphate lock-based HUα^E34K^α^E34K^-DNA interaction interfaces were retained and dictated the tilt and twist around the DNA (Supplementary Figure 5d).

In summary, combing crystal structures and solution states we showed that HUαα-body and HUαα-arms based multimerization is dependent on pH and salt concentrations. Furthermore, we revealed a role of HUαα surface charge in HUαα-HUαα coupling-dependent adaptability of HU–DNA interfaces that dictates the transition between DNA bundles and filaments.

### HU-dependent nucleoid remodeling correlates to global gene expression changes

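Transcripts were measured by RNA-seq in derivatives of the E. coli K12 strain MG1655 that differ in the genes of HU, hupA for the α subunit and hupB for the β subunit. The data comprise 36 libraries, with 3 replicates in each of 12 conditions. WT cells (SCV96) were harvested at pH 7.0 in lag phase (OD600 0.2–0.3) and in log phase (OD600 0.4–0.5), and at pH 5.0 in lag phase. Cells of the ΔhupA (SCV18), ΔhupAΔhupB (SCV27), hupAE34K hupB+ (SCV56) and hupAE34KΔhupB (SCV85) strains were harvested in lag phase at both pH, and ΔhupB cells (SCV19) in lag phase at pH 7.0. LB at pH 5.0 was buffered with citric acid and sodium citrate. The paper gives a 1000-fold dilution of the overnight cultures, and the sample labels give a 100-fold dilution. Ribosomal RNA was depleted, and the libraries were stranded and sequenced from both ends. The authors aligned the reads with STAR and computed abundances with RSEM, and the deposited table holds an expected count for each of 4497 genes in each library. An expected count divides a read that fits several genes among them, and 3.75% of the values are not whole numbers.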

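The total count per library ranged from 4814233 to 10258352, with a median of 5839875. In WT cells it was 4967504 to 5425471 (median 5183466) in lag phase at pH 7.0, 6490710 to 10258352 (median 6948679) in log phase, and 6325334 to 6673090 (median 6570520) at pH 5.0. At pH 7.0 it was 4929081 to 5718596 (median 5013720) in ΔhupA cells, 4878310 to 6225647 (median 5180371) in ΔhupB cells and 5138582 to 6688475 (median 5613384) in ΔhupAΔhupB cells. With the E34K substitution it was 4814233 to 6283162 (median 5263889) in hupB+ cells and 4814896 to 6077520 (median 5449394) in ΔhupB cells at this pH. At pH 5.0 it was 5414624 to 6914060 (median 5875309) in ΔhupA, 5468633 to 7342046 (median 5810321) in ΔhupAΔhupB, 5869428 to 7205700 (median 6380324) in hupAE34K hupB+ and 5583313 to 7286655 (median 6864610) in hupAE34KΔhupB cells. The paper's 18–24 M pass filter reads per sample are another measure of depth, and the values here use the totals of the count table. A count of 3, taken as the smallest that shows expression, equals 0.292 to 0.623 CPM (counts scaled to library size) across the libraries, and this floor covers counting error only. A few noncoding RNAs took a large share of the counts. The tmRNA gene ssrA alone took 16.0% to 23.3% in lag phase at pH 7.0 and 24.9% to 32.2% at pH 5.0.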

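Counts were rounded, genes with low counts were left out by edgeR's filterByExpr, and libraries were scaled by TMM normalization. Differential expression was tested with glmTreat on edgeR's quasi-likelihood fit with Benjamini-Hochberg adjustment, at a false discovery rate (FDR) of 0.05. The paper's methods name a log2 fold change of 1.5, whereas the changes in its supplementary lists go down to 0.87, the paper's smallest value. The threshold of glmTreat was therefore a fold change of 1.5, a log2 fold change of 0.58. The growth phases were compared in a fit of the 6 WT libraries at pH 7.0, which covered 4033 genes. All other comparisons came from a single fit of the 33 lag-phase libraries, which covered 4205 genes. Each of the 36 pairs of replicates from the same condition differed by more than the sampling noise of the counts, with a lowest chi-square of 29.4 per gene and a lowest correlation of 0.916 between log2 CPM values. hupA (b4000) had 0.776 to 5.60 CPM in the libraries of the ΔhupA and ΔhupAΔhupB strains and 345 to 3474 CPM in the libraries of the other strains. hupB (b0440) had at most 3 counts in any library of the ΔhupB, ΔhupAΔhupB and hupAE34KΔhupB strains and at least 2324 counts in every other library. Reads are shared with near-identical copies for 206 genes, those with fractional counts in more than 10% of the libraries, and their values are uncertain.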

To show that nucleoid remodeling, we observed under different growth phases and acidic stress condition, is related to changes in global gene expression, we measured gene expression in using RNA-seq (see Methods). SXT imaging showed that nucleoid material is less condensed in the lag phase compared with the log phase. By differential expression analysis of genes between the log phase and lag phase in WT cells, we found that 199 genes were upregulated, whereas 73 genes were downregulated in the lag phase (Fig. 6a and Supplementary Data 1). 

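In these libraries 273 genes (6.77% of those tested) differed between lag and log phase of WT cells at an FDR below 0.05 by edgeR's glmTreat, with 198 higher and 75 lower in lag phase. Of these, 242 had an absolute log2 fold change above 1.5, 182 higher and 60 lower. The median log2 fold change was 2.41 among the genes higher in lag phase and −1.84 among those lower. The 3 lag-phase and the 3 log-phase values did not overlap for 272 of the 273 genes. The same held for 40.0% of all genes tested, where chance gives 10%. The choice that moved the count most was the threshold. With a log2 fold change of 1.5 in glmTreat, 41 genes passed. hupA and hupB did not pass, with log2 fold changes of 0.09 (SE 0.55) and −0.52 (SE 0.30). yfcZ (b2343), the first gene of Supplementary Data 1, had 283 ± 67.4 CPM (SD, n = 3) in lag phase and 19.8 ± 3.90 CPM (SD, n = 3) in log phase, a log2 fold change of 3.83 (SE 0.31, edgeR glmTreat FDR 0.0039). Among the largest rises with non-overlapping replicates were hypA (b2726), with a log2 fold change of 6.06 (SE 0.71, edgeR glmTreat FDR 0.0063), and narG (b1224), the gene of a nitrate reductase subunit, with 5.62 (SE 0.73, edgeR glmTreat FDR 0.0079). narG had 934 ± 360 CPM (SD, n = 3) in lag phase against 19.0 ± 15.2 CPM (SD, n = 3) in log phase. The 23S rRNA gene rrlB rose by 6.23 on the log2 scale (SE 1.37, edgeR glmTreat FDR 0.041), but it shares reads with the other rRNA operons and lost its call under 7 of 19 alternatives. Genes annotated as rRNA took 1.67% to 7.48% of the counts in these lag-phase libraries and 0.23% to 1.21% in the log-phase libraries. Because rRNA was depleted, such counts cannot show a change in transcript level. The small RNA gene ryfD (b4609) was lower in lag phase, with 321 ± 16.3 against 8512 ± 6006 CPM (SD, n = 3 each) and a log2 fold change of −4.73 (SE 0.66, edgeR glmTreat FDR 0.0090). The tRNA genes tyrV and tyrT, which share their reads, had a log2 fold change of −5.04 (SE 0.86, edgeR glmTreat FDR 0.018), but their direction was the opposite on the FPKM scale.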

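Across all 4033 genes tested between the growth phases, the median log2 fold change was 0.01. TMM scaling brings this median close to 0, so it cannot show whether most genes shifted together. With library size in place of TMM the median was 0.18. At an unadjusted p below 0.05 from edgeR's glmTreat, 534 genes were higher and 343 lower in lag phase. Genes higher in lag phase thus made up 72.5% of the 273 genes past the FDR threshold, and 82.0% with library size in place of TMM (250 higher, 55 lower). Their share was 60.4% without a threshold on fold change and 61.7% with all 36 libraries in one fit. With each WT library left out in turn it ranged from 61.3% to 83.0%. Genes annotated as ncRNA took 12.4% to 34.9% of the counts in the 3 log-phase libraries and 6.98% to 8.98% in the 3 WT lag-phase libraries at pH 7.0.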

We interpret that the less-condensed nucleoid in the lag phase correlates with higher gene expression and the more-condensed nucleoid in the growth phase strongly correlates with the lower expression of the same genes. This link between nucleoid remodeling and gene expression in combination with specific gene regulatory mechanisms may be critical for the global gene expression reprogramming to prepare *E. coli* for the transition into the exponential growth^24,25^. 

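With each of the 6 WT libraries left out in turn, the number of genes past the threshold ranged from 71 to 432. Reasoning from the genes that were higher in lag phase and from the less-condensed nucleoid that SXT showed in that phase, the paper links an open nucleoid to higher expression of the same genes, and proposes that this link, together with specific regulators, prepares the cells for exponential growth.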

SXT imaging also showed that the nucleoid region was less condensed in WT cells grown under acidic conditions compared to those grown at pH 7.0. In contrast to a significant separation of nucleoid region from the cytosolic material at pH 7.0, we observed diffused borders between the nucleoid region and the cytosolic material at pH 5.0. 

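Between pH 5.0 and pH 7.0, 407 of the 4205 genes tested (9.68%) differed in lag-phase WT cells at an FDR below 0.05 by edgeR's glmTreat. At pH 5.0, 245 of them were higher, with a median log2 fold change of 1.94, and 162 were lower, with a median of −1.82. An absolute log2 fold change above 1.5 was reached by 282 genes, 173 higher and 109 lower. The replicates of the pH did not overlap for any of the 407 genes, against 42.2% of all genes tested and 10% by chance. Replicate numbers are shared between the conditions, and cultures with the same number deviated together from their group means (mean r = 0.26 across genes, against −0.13 for different numbers). With the replicate number as a block in the fit, that is with paired cultures, 617 genes passed, 349 higher and 268 lower at pH 5.0, and all 407 were among them. The balance of directions depended on scaling, with 221 higher and 212 lower when library size replaced TMM. With a log2 fold change of 1.5 as the threshold of glmTreat, 79 genes passed. Neither HU gene passed, with log2 fold changes of −1.08 (SE 0.41, edgeR glmTreat FDR 0.21) for hupA and −0.34 (SE 0.34) for hupB. fumC (b1611), the first gene of Supplementary Data 2, rose from 17.9 ± 0.604 to 346 ± 104 CPM (SD, n = 3 each), a log2 fold change of 4.27 (SE 0.32, edgeR glmTreat FDR 1.1e-08). poxB (b0871) rose from 4.75 ± 1.59 to 127 ± 30.0 CPM (SD, n = 3 each), a log2 fold change of 4.74 (SE 0.52, edgeR glmTreat FDR 1.7e-06). bdm (b1481) was at or below the floor of 3 counts at pH 7.0 and at least 7.43-fold higher at pH 5.0. The largest falls were those of the pseudogene nmpC (b0553) with a log2 fold change of −5.95 (SE 1.69, edgeR glmTreat FDR 0.024), which lost its call under 7 of 21 alternatives, of the porin gene ompF (b0929) with −5.40 (SE 0.85, edgeR glmTreat FDR 0.00011) and of napD (b2207) with −5.24 (SE 0.86, edgeR glmTreat FDR 0.00017). ompF varied widely at pH 7.0, with 19233 ± 17019 CPM against 455 ± 73.5 CPM at pH 5.0 (SD, n = 3 each).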

By differential gene expression analysis in WT cells between the normal and acidic growth conditions, we found that 245 genes were upregulated and 161 genes were downregulated in cells grown under the acidic condition (Fig. 6b and Supplementary Data 2). In agreement with previous studies^26^, we observed upregulation of genes, such as *asr* in our analysis, are important for survival under acid stress. 

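asr (b1597), which encodes an acid shock protein and lies between ynfM and ydgU in the MG1655 annotation, was low at pH 7.0 and rose in every strain grown at both pH. In WT cells it had 1.84 ± 1.67 CPM at pH 7.0 and 1442 ± 668 CPM at pH 5.0 (SD, n = 3 each), a log2 fold change of 9.59 (SE 0.93, edgeR glmTreat FDR 2.4e-07). This was the largest rise among the genes past the threshold in WT cells. It stayed between 9.11 and 10.6 under the 22 alternatives to the analysis, each with an FDR below 0.05, and was 9.65 with the replicate number as a block. The spread between the WT cultures at pH 5.0, from 678 to 1910 CPM, was far smaller than the difference between the pH. In ΔhupA cells the log2 fold change was 10.67 (SE 0.99, edgeR glmTreat FDR 1.1e-07), from 0.617 ± 0.639 to 1069 ± 224 CPM (SD, n = 3 each).

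**Figure D1:**
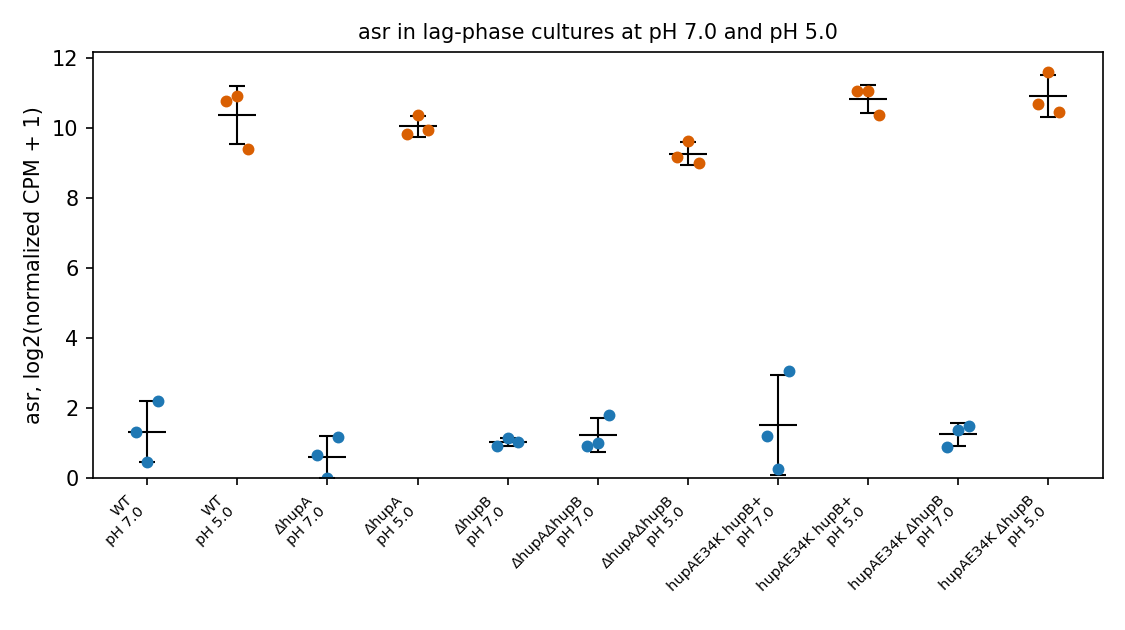
Expression of asr in lag-phase cells, as log2(normalized CPM + 1) on the vertical axis, for each strain and pH on the horizontal axis. Points are single cultures, bars the mean of 3 cultures and error bars the SD. In every strain measured at both pH, the 3 cultures at pH 5.0 lie above the 3 cultures at pH 7.0.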

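In cells without HU (ΔhupAΔhupB), 255 genes differed between pH 5.0 and pH 7.0 in lag phase at an FDR below 0.05 by edgeR's glmTreat, of which 178 were higher at pH 5.0 and 77 lower. An absolute log2 fold change above 1.5 was reached by 184 of them, 129 higher and 55 lower, and 665 genes had an unadjusted p below 0.05. The replicates of the pH did not overlap for 254 of the 255 genes, nor for 32.2% of all genes tested, against 10% by chance. Cultures with the same replicate number deviated together (mean r = 0.30 across genes), and with the replicate number as a block 381 genes passed, 248 higher and 133 lower, among them all 255. asr rose from 1.46 ± 0.896 to 626 ± 143 CPM (SD, n = 3 each), a log2 fold change of 8.69 (SE 0.90, edgeR glmTreat FDR 8.0e-07). kdpB (b0697), the first gene of Supplementary Data 3, rose from 2.46 ± 0.863 to 22.8 ± 2.29 CPM (SD, n = 3 each), a log2 fold change of 3.19 (SE 0.28, edgeR glmTreat FDR 4.5e-07). Among the largest rises were yhcN (b3238) with a log2 fold change of 5.67 (SE 1.06, edgeR glmTreat FDR 0.00092) and bdm, which was not detected at pH 7.0 and was at least 10.9-fold higher at pH 5.0. The largest falls were those of the insD1 copies, which share their reads and were at least 32.1-fold lower. fumC rose from 40.7 ± 16.7 to 264 ± 13.9 CPM (SD, n = 3 each), a log2 fold change of 2.70 (SE 0.30, edgeR glmTreat FDR 9.0e-06). Of the 407 genes that changed with pH in WT cells, 160 also passed in ΔhupAΔhupB cells, all of them in the same direction and 127 of them higher at pH 5.0. The log2 fold changes of the 2 strains had Pearson's r = 0.72 and Spearman's rho = 0.64 across the 4205 genes, which are not independent replicates.

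**Figure D2:**
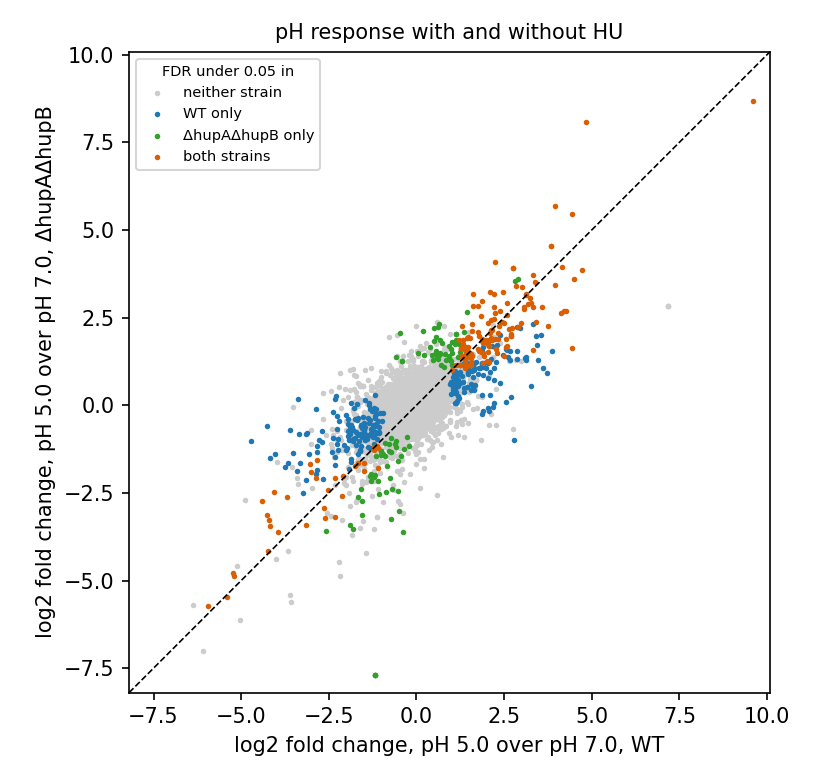
Log2 fold change between pH 5.0 and pH 7.0 of each gene in WT cells (horizontal axis) and in ΔhupAΔhupB cells (vertical axis), both in lag phase. Each point is a gene, coloured by whether its FDR was below 0.05 in WT cells only (247 genes), in ΔhupAΔhupB cells only (95 genes), in both (160 genes) or in neither, and the dashed line marks equal change in both strains.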

Although differential expression of many of the genes could result from a direct response to acidic stress through specific TFs-mediated gene regulation, we found that only 175 genes were upregulated at pH 5.0 when HU was absent, suggesting that differential expression under acidic condition is at least partially dependent on HU (Fig. 6c and Supplementary Data 3).

**Fig. 6:**
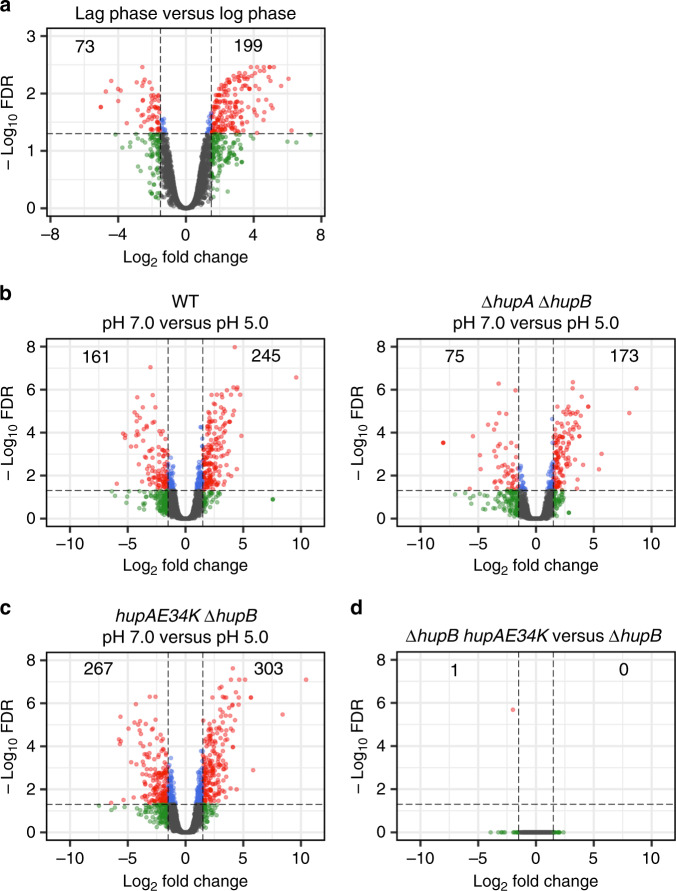
Global gene expression owing to lag phase, acidic growth, or HU mutations. Volcano plots showing log2-fold change (logFC) in transcript abundance plotted against log_10_ FDR (false discovery rate). Each dot represents a gene. Vertical bars indicate logFC cutoff of −1.5 and 1.5 and a horizontal bar indicates FDR cutoff of −log_10_ 0.05. Orange dots indicate differentially expressed (DE) genes with absolute logFC values >1.5 and FDR values <0.05. **a** Differential gene expression between log phase and lag phase in WT strain (SCV96). A positive logFC value indicates higher expression of a gene in lag phase relative to log phase, whereas a negative logFC value indicates lower expression of a gene in lag phase (see also Supplementary Data 1). **b**–**e** Differential gene expression between pH 7.0 and pH 5.0 in ΔhupAΔhupB (SCV27), hupAE34K hupB + (SCV56), and hupAE34KΔhupB (SCV85). A positive logFC value indicates higher expression of a gene at pH 5.0 relative to pH 7.0, whereas a negative logFC indicates lower expression of a gene at pH 5.0. Cells were harvested in lag phase at both pH (see also Supplementary Data 2–4). **f** Differential gene expression between the strain harboring wild-type HUα but lacking HUβ (SCV19) and strain harboring HUα^E34K^ but lacking HUβ (SCV85). A positive logFC indicates higher expression of a gene in SCV19 relative to SCV85, whereas a negative logFC indicates higher expression of a gene in SCV85 (see also Supplementary Data 5).

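The genes higher at pH 5.0 in WT cells that did not pass the threshold in ΔhupAΔhupB cells numbered 118. Their median log2 fold change was 1.68 in WT cells and 0.90 in ΔhupAΔhupB cells, a fall that also follows from choosing genes that passed in WT cells only. Genes chosen alike against the other strains fell too. The medians went from 1.56 to 0.94 for ΔhupA, 1.32 to 0.93 for hupAE34K hupB+ and 1.30 to 1.02 for hupAE34KΔhupB cells. Over both directions, 247 genes passed in WT cells only, and 232 of them changed in the same direction in ΔhupAΔhupB cells. The difference between the responses was tested itself, as the interaction of strain and pH in the fit of the lag-phase libraries. No gene had an FDR below 0.05 by edgeR's glmTreat in that test, and 198 genes had an unadjusted p below 0.05. With the replicate number as a block, as cultures of the same number deviated together (mean r = 0.31 across genes), 1 gene passed, and with a separate block within each pH, an alternative chosen after seeing the data, 20 passed. For asr the interaction was a log2 value of −0.90 (SE 1.03, edgeR glmTreat FDR 1.0), and for fumC it was −1.58 (SE 0.41, edgeR glmTreat FDR 0.47). On simulated counts the interaction test found 47.0% of 4-fold and 22.4% of 3-fold differences, so smaller differences were mostly not detectable with 3 replicates. From the smaller number of genes higher at pH 5.0 when HU was absent, the paper proposes that the differential expression under acidic conditions depends at least in part on HU, beside a direct response through specific transcription factors.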

We have demonstrated that HUαα–HUαα coupling mediated by the surface charge residues is critical for the higher-order organization of DNA into bundles and changes in E34 protonation state owing to a change in pH or the E34K mutation could result in the reorganization of DNA from bundles into filaments. We hypothesized that a change in the HUαα composition under different growth phases, which is known to occur in *E. coli*, and or the changes in E34 protonation state owing to changes in cytosolic pH could account for gene expression changes we observed. 

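Both strains with the E34K substitution in HUα were grown at pH 7.0 and pH 5.0 and harvested in lag phase. In hupAE34K hupB+ cells 438 genes differed between the pH at an FDR below 0.05 by edgeR's glmTreat, 253 higher and 185 lower at pH 5.0. In hupAE34KΔhupB cells 572 genes did, 303 higher and 269 lower. Without adjustment, 912 and 1054 genes had a p below 0.05. Cultures of the same replicate number deviated together only weakly (mean r = 0.13 and 0.15 across genes), and with the replicate number as a block 663 genes passed in hupAE34K hupB+ and 780 in hupAE34KΔhupB cells. The replicates of the pH did not overlap for 436 of the 438 and 569 of the 572 genes, against 40.7% and 43.9% of all genes tested and 10% by chance. asr rose from 2.96 ± 3.86 to 1853 ± 462 CPM in hupAE34K hupB+ cells (SD, n = 3 each), a log2 fold change of 9.23 (SE 0.90, edgeR glmTreat FDR 1.4e-07). In hupAE34KΔhupB cells it rose from 1.43 ± 0.523 to 2052 ± 922 CPM (SD, n = 3 each), a log2 fold change of 10.44 (SE 0.96, edgeR glmTreat FDR 7.9e-08). fumC had log2 fold changes of 3.98 and 4.10, and kdpB of 2.33 and 2.47. yciG (b1259) was at or below the floor at pH 7.0 and was at least 13.0-fold and 8.50-fold higher at pH 5.0. napD fell at least 42.6-fold in hupAE34K hupB+ cells and had a log2 fold change of −5.68 in hupAE34KΔhupB cells, and ompF had −5.62 and −5.77. The remaining genes among the largest changes were insA (b3444), at least 34.8-fold higher, and napF (b2208), with −5.73, in hupAE34K hupB+ cells, and bdm, at least 13.0-fold higher, and yjiY (b4354), with −6.44, in hupAE34KΔhupB cells. insA shares reads and lost its call under 4 of 22 alternatives, and yjiY lost its call under 8 of 22. hupA had log2 fold changes of −0.37 and −0.40 between the pH and did not pass in either strain.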

To test our hypothesis, we measured the gene expression of HUα mutant (HUα^E34K^) cells with or without the presence of HUβ under normal and acidic growth conditions. Although *E. coli* uses an active mechanism of pH homeostasis^27,28^, we expected that external acidic conditions would cause a rapid decrease in cytoplasmic pH^29^. Surprisingly, the E34K mutation in HUα did not influence the gene expression both in the presence or the absence of HUβ under both normal growth conditions and acidic stress conditions (Fig. 6d–f and Supplementary Data 4–5). 

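hupA transcripts were present in both strains with the E34K substitution, with 2049 ± 1011 CPM in hupAE34K hupB+ and 2410 ± 956 CPM in hupAE34KΔhupB cells at pH 7.0 (SD, n = 3 each). Against WT cells at pH 7.0, 1 of the 4205 genes differed in hupAE34K hupB+ cells at an FDR below 0.05 by edgeR's glmTreat, and 30 had an unadjusted p below 0.05. It was fdoH (b3893), which encodes a subunit of a formate dehydrogenase and had 260 ± 15.3 against 85.2 ± 21.0 CPM (SD, n = 3 each), a log2 fold change of 1.61 (SE 0.19, edgeR glmTreat FDR 0.0023). fdoH was also higher than in WT cells in each of the other HU mutant strains at pH 7.0, where it had 240 to 422 CPM on average. At pH 5.0 no gene passed between hupAE34K hupB+ and WT cells, and 27 had an unadjusted p below 0.05. The log2 fold change of hupA in hupAE34K hupB+ against WT cells was 1.04 (SE 0.41, edgeR glmTreat FDR 1.0) at pH 7.0 and 1.75 (SE 0.42, edgeR glmTreat FDR 1.0) at pH 5.0. asr had 0.72 (SE 0.76) and 0.36 (SE 0.62) and did not pass at either pH. Cultures of the same replicate number deviated together (mean r = 0.65 at pH 7.0 and 0.36 at pH 5.0), and with the replicate number as a block the counts were again 1 and 0, with a log2 fold change of 1.62 for fdoH.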

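Between ΔhupB and hupAE34KΔhupB cells at pH 7.0, 1 gene passed at an FDR below 0.05 by edgeR's glmTreat, and 45 had an unadjusted p below 0.05. The gene was ppiD (b0441), the gene next to hupB, with 523 ± 63.3 CPM in ΔhupB and 131 ± 27.9 CPM in hupAE34KΔhupB cells (SD, n = 3 each), a log2 fold change of 2.00 (SE 0.17, edgeR glmTreat FDR 2.3e-06). hupAE34KΔhupB cells and ΔhupAΔhupB cells, which had 105 ± 13.4 CPM of ppiD, carry the transduced hupB11 allele, whereas the hupB deletion of the ΔhupB strain was made by recombineering. hupA and asr did not pass, with log2 fold changes of −0.86 (SE 0.41) and −0.47 (SE 0.88). Same-numbered cultures deviated together here too (mean r = 0.60), and with the replicate number as a block ppiD was again the 1 gene, with the same log2 fold change of 2.00.

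**Figure D3:**
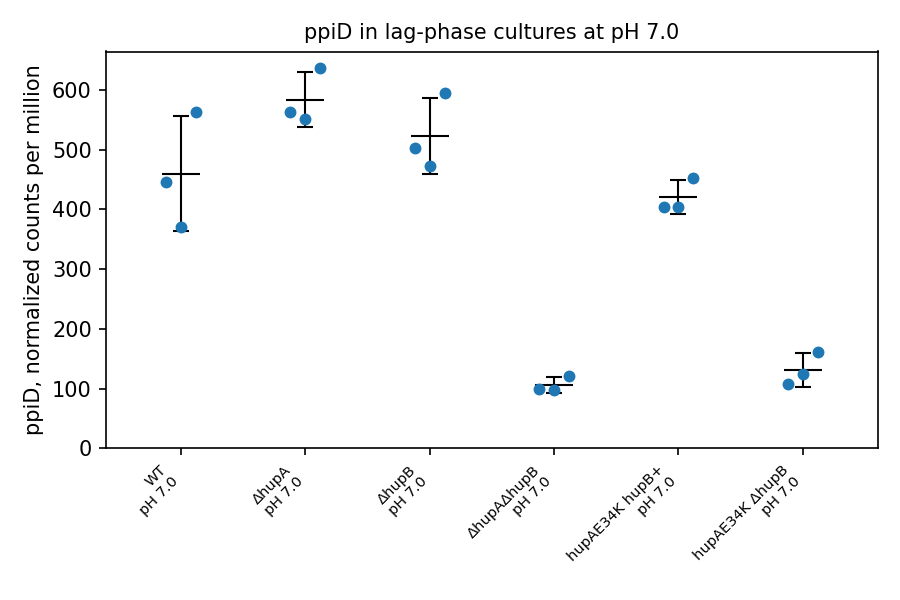
Expression of ppiD in lag-phase cells at pH 7.0, in normalized CPM on the vertical axis, for the 6 strains on the horizontal axis. Points are single cultures, bars the mean of 3 cultures and error bars the SD. The 2 strains with the hupB11 allele have 105 and 131 CPM on average, and the others 420 to 584 CPM.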

We speculate that the higher-order organization through HUαα–HUαα coupling mediated by the residue E34 plays an architectural role in the nucleoid structure without affecting gene expression. 

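The pH response of the strains with the E34K substitution was also compared with that of WT cells as an interaction of strain and pH. No gene had an FDR below 0.05 by edgeR's glmTreat for hupAE34K hupB+ or for hupAE34KΔhupB cells, with or without the replicate number as a block, and 28 and 14 genes had an unadjusted p below 0.05. Of the 407 genes that changed with pH in WT cells, 312 also passed in hupAE34K hupB+ and 362 in hupAE34KΔhupB cells, all in the same direction. The log2 fold changes between the pH had r = 0.85 and r = 0.91 with those of WT cells across genes. From the lack of an effect of E34K on expression at either pH, the paper speculates that coupling of HUαα through the residue E34 has an architectural role in the nucleoid that leaves gene expression unaffected.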

We propose that HU-mediated restraining of supercoils may play a direct role in controlling global gene expression.

## Discussion

3D genome organization is crucial for cellular behaviors and genetic transmission. 3D genome is also highly dynamic^30,31^ and its reconfiguration through an influence on gene expression is important, at least in some eukaryotes, for cellular differentiation during embryonic development^32^. In eukaryotic cells, gene expression is linked to an unwinding of DNA, and the loose euchromatin marks the regions of global gene expression^17,33^. In the prokaryotic world, the nucleoid is a discrete, internally organized unit wherein the overall arrangement of DNA regulates gene expression globally^34^.The *E. coli* nucleoid, the functionally and spatially organized form of a single 4.6 megabase-pairs size haploid chromosome, serves a simple model to study 3D configuration of a genome and its dynamic reconfiguration during environmental changes. However, high-resolution visualization of the nucleoid to better understand organizational features as well as unraveling molecular mechanisms, especially involving biochemical factors such as NAPs, responsible for maintaining 3D genome architecture has presented major challenges. Using the X-ray-based imaging technology—SXT, we determined the architecture of the bacterial nucleoid region in near-native state at 60 nm resolution. We observed that the nucleoid region consisted of a condensed core surrounded by spatially isolated domains or macrodomains consistent with previously proposed features of the nucleoid. Our studies validated the role of HUαα, the most-abundant NAP in promoting megabase range DNA communication for maintaining the architecture of the nucleoid macrodomains as was previously identified by Chromosome Conformation Capture Analysis (3 C)^6,10^. We could also visualize dynamic reorganization of the domain in response to environmental changes and by mutation of HUα, which is in conjunction with other factors, like DNA-specific NAPs, RNA polymerase modulators, and topoisomerases such as DNA gyrase^35–37^. Although, we observed distinct sub-regions such as nucleoid core and macrodomains, within the nucleoid region in *E. coli*, their exact composition and protein:nucleic acid ratio cannot be determined with SXT alone. Nevertheless, our observations correlate with previous observations of longitudinal density bundling and radial confinement of *E. coli* nucleoid^18,38,39^.

Similar to histones in eukaryotes, HU that binds non-sequence-specific DNA, is essential for bacterial nucleoid condensation that relates to global gene expression^3,40^. Our gene expression analysis indicates that the nucleoid remodeling may be crucial for the reprogramming of gene expression for environmental adaptation and provide a testable model of the relationship between HU structural assemblies, nucleoid architecture, and gene expression.

Our characterization of the hierarchical organization of HUαα–DNA nucleoprotein complexes in solution utilizing SAXS provided evidence for DNA bundling similar to previous reports^7,41^. We further found that the DNA bundle transformed to rigid filament-like structures by varying pH and ionic strength similar to the HU–DNA nucleoprotein complexes formed at high HUαα:DNA ratios (>30 HUαα per 100 bp DNA)^42,43^. Considering uniformly distributed HU across the nucleoid as previously shown^11^ with only one HU dimer per ~150 bp DNA, we propose that sparsely bound HUαα can bundle multiple DNA segments in the nucleoid while still allowing efficient exchange of other DNA supercoil modifiers. Furthermore, we suggest that the transition from a DNA bundle to a filament structure depending on HU/DNA ratio, environmental pH, or ionic strength contributes to the nucleoid remodeling.

In the past, crystal structures of several HU–DNA complexes have been studied. HU–DNA complexes with structurally aberrant DNA proposed DNA bending involving HU arms as a mode of DNA binding^14^. In addition, multiple other models proposed HU–DNA complex involving single DNA-duplex strand in a nucleoprotein complex^44–47^. In contrast, in our crystal structures we observed that a two linear DNAs are bound across two opposite faces of HUαα dimer. In addition, we found that multiple HUαα dimers can bundle DNA strands through HUαα–HUαα coupling involving HU body reinforced by HU arms. We further revealed that changes in HU surface charge by varying pH, salt, or surface charged mutation^7^ cause repulsive separation of HU dimers along the DNA-transforming DNA bundles into filaments. Altering of the DNA bundling explains nucleoid remodeling in rapidly growing *E. coli* cells and further evidence the role of HUαα in previously identified long-range DNA interactions^10^.

Although intercalation of the HUαα arms with structurally specific aberrant DNA may be a lock-and-key mechanism for binding damaged DNA sites^14^, the dynamic HUαα–HUαα coupling is a universal mechanism for the binding sequence-independent DNA. HUαα–HUαα coupling that involves both, HUαα body and arms, distinguish general DNA condensation complexes from specific aberrant DNA complexes. Collectively, our results defined a molecular mechanism whereby changes in HUαα–HUαα multimerization alter DNA bundling affecting nucleoid remodeling that can change global gene expression in *E. coli* to synchronize the genetic response to external conditions. Our multi-scale study supports the previously presented idea that for HU-directed bacterial nucleoid remodeling its molecular functionality is key to its macroscopic behavior and manifests at the nanoscale extending into the mesoscale.

Future studies using correlative light and SXT microscopy to label specific sites in the nucleoid will provide more insights into nucleoid dynamics that regulates gene expression reprogramming during environmental adaptations. Nevertheless, this study has broad significance in expanding the understanding of the nucleoid architecture in bacteria and bring insights into HU-mediated nucleoid condensation, leading to concerted changes in the basal transcription program. These observations make HU interactions an attractive target for controlling not only pathogenesis but also, microbial systems in general.

## Methods

### Construction of bacterial strains

HUα^E34K^ mutant strain was generated by Lambda red recombineering^48^ in two steps using the plasmid pSIM6^49^. In the first step, wild-type hupA open reading frame (ORF) was replaced with a pBAD-ccdB-kan cassette that expresses CcdB toxin under the arabinose inducible promoter pBAD and encodes a kanamycin resistance protein. The recombinants were selected on LB agar plates containing 1% glucose and 30 µg ml^−1^ kanamycin. The recombinants were verified by PCR using the primers that bind outside the hupA gene as well as by the inability of the recombinants to grow normally on LB agar plates supplemented with 0.02% arabinose that induces the toxin CcdB. In the second step, a synthetic double-stranded DNA (synthesized by Integrated DNA Technologies–https://www.idtdna.com/pages) encoding hupAE34K with 46 nucleotides of homology to the 5’ and 3’ end of the hupA gene was recombined at the hupA locus. The recombinants were selected on LB agar with 0.02% arabinose and subsequently were verified by Sanger sequencing. After sequence verification, the plasmid pSIM6 was removed by repeatedly growing the strain at 37 °C and checking for ampicillin sensitivity. The final strain SCV56 with mutation hupAE34K was used for further RNA-seq experiments.

For RNA-seq, the following additional strains were constructed. The ΔhupA (SCV18) and ΔhupB (SCV19) strains were made by Lambda red recombineering using the plasmid pSIM6 in the two steps. The selection of the recombinants was done using the steps described for SCV56. In the first step, the hupA ORF from codons 2 to 60 or the hupB ORF from codons 2 to 64 was replaced with the pBAD-ccdB-kan cassette. In the second step, a 70 nucleotides long single-stranded oligonucleotide corresponding to sense strand was recombined. The sequence of the oligonucleotide for hupA is -

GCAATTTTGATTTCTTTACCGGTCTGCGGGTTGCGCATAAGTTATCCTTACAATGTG TTTATCGCTTGCT

for hupB is -

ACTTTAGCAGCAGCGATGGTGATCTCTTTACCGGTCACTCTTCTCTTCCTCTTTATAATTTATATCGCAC.

The strain lacking both HU subunits hupA and hupB was constructed by transducing the hupB11 allele^50^ into the strain SCV18 by standard P1vir transduction. The strain hupAE34K ΔhupB::CamR (SCV85) was constructed by transducing the hupB11 allele into SCV56. The hupA deletion of the strain SCV18 was repaired and restored to wild-type hupA gene in two steps to create the strain SCV96 that served as a parent wild-type strain. In the first step, the pBAD-ccdB-kan cassette was introduced at the hupA locus and a wild-type copy of hupA gene amplified from MG1655 was recombined in the second step. The wild-type status of hupA gene was verified by Sanger sequencing.

### HUα and HUαE34K protein expression and purification

HUα and HUα mutant (HUα^E34K^) genes cloned in expression vector pET15b (Novagen) with tobacco etch virus (TEV) protease-cleavable site following the His6 site were purchased from Genewiz. The plasmids were transformed into BL21(DE3)/pLysS strains. Overnight preculture were grown in Luria Broth (LB) media with 100 μg mL^−1^ ampicillin and 25 μg mL^−1^ chloramphenicol antibiotics at 37 °C. Next day, cells from overnight culture were grown in 2 L fresh LB media at 37 °C, up to an optical density of ~0.60–0.8 followed by induction with 0.5 mm isopropyl 1-thio-d-galactopyranoside. The cells were harvested after 4 h by centrifugation and resuspended in buffer A (10 mm HEPES pH 7.9, 0.5 m NaCl, 5 mm imidazole) with an additional 0.1% Triton X-100, 2 mm PMSF, 0.5 mg mL^−1^ lysozyme, 50 μg mL^−1^ DNase I, 20 μm CaCl_2_, and 4 mm MgCl_2_. Cells were lysed by passage through a constant cell disruptor (Constant Systems Ltd.) at 5 °C and 21 kpsi. After lysis, cellular debris was pelleted by centrifugation at 20,000 × *g*. Cleared cell lysate was batch-bound onto Ni-NTA resin (Qiagen) by rocking overnight at 4 °C. Resin was batch washed in buffer A, then washed with 10× CV buffer A + 20 mm imidazole. Elution was carried out with 10× CV buffer A + 250 mm imidazole. The Ni-NTA eluate was dialyzed overnight in buffer A. Next, the His tag was removed using TEV protease^51^. The cleaved protein was further purified by passing on Ni-NTA column to remove the His tag as well as TEV protease that stayed bound to the column. The flow through was dialyzed into buffer B (2 mm HEPES pH 7.9, 20 mm NaCl) in 3.5 K MWCO Slide-A-Lyzers (Thermo Scientific). Dialysate was then purified by cation exchange chromatography on a HiTrap SP HP column (GE Healthcare). Protein was bound onto the column then eluted with a gradient starting from buffer B to buffer B + 1 M NaCl. Purified protein at concentration of ~1–2 mg ml^−1^ was flash frozen and stored at −80 °C. Protein concentration of all purified HU was determined by the Bradford and Lowry Assay. Bradford assay: 1.0 mL of Bradford reagent (Bio-Rad) was mixed with 20 μL protein and allowed to react for 10 min at room temperature. Absorbance at 595 nm was then measured on an Agilent 8453 UV-Visible spectrophotometer. Bovine serum albumin (Thermo Scientific) was used as a standard. Concentrations of HU were verified with a modified Lowry assay (Thermo Scientific).

### Soft X-ray tomography

*E. coli* strain MG1655 with wild-type HUα and HUα^E34K^ mutant strain (SCV56) were used for SXT experiments. For SXT experiments, strains were grown in 5 ml LB media at 37 °C. Cells were put on ice and promptly cryo-immobilized after reaching OD_600_ 0.2 for lag phase, 0.5 for exponential phase and >1.0 for stationary phase. Wild-type *E. coli* cells (MG1655) were also grown in 5 ml LB media at 37 °C buffered to pH ~5 (buffered with 0.1 m sodium acetate) and were put on ice at time intervals at which normal growth media reached lag, log, and stationary phase. Cells grown at low pH (~5) only reached an OD_600_ of ~0.2–0.3 corresponding to lag, log, and stationary phases of normal growth rate.

Cells were transferred to thin-walled glass capillary tubes and vitrified by plunge-freezing in ∼90 K liquid propane prior to being mounted in the cryogenic specimen rotation stage of the XM-2 Soft X-ray microscope at the National Center for X-ray Tomography located at the Advanced Light Source (LBL, Berkeley CA)^52^. The microscope is equipped with Fresnel zone plate-based objective lens (micro zone plate (MZP)) with a spatial resolution of 60 nm. Imaging was performed with the specimens in an atmosphere of helium gas cooled by liquid nitrogen. For each data set, 90 projection images were collected sequentially around a rotation axis in 2° increments, giving a total rotation of 180° with exposure time varied between 150 and 300 ms (average 200 ms), depending on the capillary thickness. Images were collected using a Peltier cooled, back-thinned and direct illuminated 2048 × 2048 pixel soft x-ray CCD camera (Roper Scientific iKon-L, Trenton, NJ, USA). Projection images were normalized, aligned and tomographic reconstructions calculated using iterative reconstruction methods in AREC-3D package. The 3D X-ray tomograms were manually segmented in CHIMERA^53^, and used to reconstruct volumes and measure voxel values (i.e., absorption values in volume element of the reconstructed data) to calculate linear absorption coefficients (LAC). LAC histograms of 10 cells for each condition were determined using AMIRA (FEI Visualization Sciences Group) and mean and standard deviation of LAC histogram for each condition (control condition, low pH and HUαα mutant strains) were calculated in ORIGIN (https://www.originlab.com/). SXT orthoslices (Fig. 1) and volumetric reconstructions (Figs. 2 and 3) of nucleoid region were displayed in CHIMERA^53^. Skeletonize map of nucleoid region (Fig. 2) was calculated and displayed in CHIMERA^53^ by using Gaussian filtering.

### Transcription profiling

For RNA-Seq, strains were first grown overnight in LB (Lennox) broth and then overnight cultures were diluted 1:1000 in fresh regular LB broth (pH 7.0) or LB with pH 5.0. LB with pH 5.0 was prepared as follows: For 200 ml, 35 ml of 0.2 m citric acid, and 65 ml of 0.2 m sodium citrate were mixed, the components of LB (Lennox broth) were added, and then the volume was doubled with Milli Q water. The final pH of the media was pH 5.0. Cells were harvested at OD600 0.2–0.3, which we refer to as lag phase and 0.4–0.5, which we refer to as log phase in this study. For total RNA isolation, a frozen pellet of cells was resuspended in 1 ml TRIzol reagent (Life Technologies) to homogenization and incubated at room temperature for 5 min. To the resuspension, 0.2 ml chloroform was added and mixed by inverting the tube for 15 seconds. The mixture was incubated at room temperature for 10 min and then centrifuged at 20,000 × *g* for 10 min at 4 °C. After centrifugation, ~0.6 ml of the upper phase was transferred to a new centrifuge tube containing 0.5 ml isopropanol. The mixture was incubated at room temperature for 10 min and then centrifuged at 20,000 × *g* for 15 min at 4 °C. After centrifugation, the supernatant was discarded and the pellet was washed twice with 1 ml 75% ethanol, made with Diethyl pyrocarbonate (DEPC)-treated water, by centrifugation at 13,544 × *g*, for 5 min at 4 °C. After the second wash, the tube was left open for 10–15 min at room temperature to dry the pellet. To the pellet, 50 µl DEPC treated water was added and the tube was left at 37 °C for 10–15 min and then the pellet was fully resuspended using a pipette. DNA was removed using TURBO DNA-free Kit (Invitrogen). Quality of total RNA was determined by electrophoresis on the TapeStation system (Agilent). Paired-end sequencing libraries were prepared with 2.5 µg of total RNA using Illumina TruSeq Stranded Total RNA library prep workflow with Ribo-Zero. Samples were pooled and sequenced on HiSeq4000. Samples were barcode demultiplexed allowing one mismatch using Bcl2fastq v2.17.

The samples had 18–24 million pass filter reads with >89% of bases above the quality score of Q30. The reads were trimmed for adapters and low-quality bases using Cutadapt software^54^. Alignment of the reads to the *E. coli* K12 MG1655 reference genome and the annotated transcriptome was done using STAR^55^. Transcript abundances were calculated by RSEM^56^, and differential expression analysis was done using the glmTreat function in edgeR^57^. We identified differential expression based on false discovery rate (FDR) cut off of 0.05 and log2 (log with base 2) fold change of 1.5. The RNA-Seq data have been deposited to the Gene Expression Omnibus (GEO) data base and can be accessed with the GEO accession number: GSE134667.

### DNA purification

DNA’s for crystallographic and solution scattering studies were purchased from Integrated DNA Technologies (https://www.idtdna.com/pages). 19 bp DNA (5′-TTCAATTGTTGTTAACTTG-3′), 19 bp DNA with 1 bp overhang (5′-CGGTTCAATTGGCACGCGC-3′) and 80 bp DNA (5′-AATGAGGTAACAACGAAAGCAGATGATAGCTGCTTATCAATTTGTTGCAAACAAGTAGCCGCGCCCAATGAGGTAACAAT-3′) were dissolved and annealed in water. Annealed DNAs were purified on a size exclusion chromatography on an Superdex75 column in 20 mm Tris-HCl pH 7.0, 50 mm NaCl.

### Crystallization

Crystals of HUαα or HUα^E34K^α^E34K^ in complex with native DNA^s^ were grown by hanging-drop vapor diffusion. Various lengths of the native DNA with and without 1 bp overhangs were tested. In all, 19 bp DNA with blunt end and 19 bp DNA with 1 bp overhang on both side was selected for crystallization experiments with HUαα or HUα^E34K^α^E34K^. HUαα was dialyzed into 10 mm Bis-Tris pH 4.5, 150 mm NaCl or into 10 mm Bis-Tris pH 5.5, 100 mm for crystallizing at low pH 4.5 or higher pH 5.5, respectively and concentrated to ~17 mg ml^−1^. The 19 bp DNA was buffer exchanged into 20 mm Tris pH 7.0, 50 mm NaCl and was concentrated to 10 mg ml^–1^. Well diffracting crystals were obtained with 0.6 µl 0.1 m Na-malonate, pH 4.0 12% PEG 3350, 0.6 µl of 19 bp DNA, and 0.6 µl of HUαα dehydrated over 0.1 m Na-malonate, pH 4.0 12% PEG 3350 (crystals at pH 4.5) and with 0.02 m ZnCl_2_, 20% PEG 3350 (measure pH 5), 0.6 µl of 19 bp DNA, and 0.6 µl of HUαα dehydrated over 0.02 m ZnCl_2_, 20% PEG 3350 (crystals at pH ~5.5). HUα^E34K^α^E34K^-DNA was dialyzed into 10 mm Bis-Tris pH 6.5, 50 mm NaCl and concentrated to ~17 mg ml^−1^. The 19 bp DNA with 1 bp overhang was buffer exchanged into 20 mm Tris pH 7.0, 50 mm NaCl and was concentrated to 10 mg ml^−1^. Well diffracting crystals were obtained with 0.6 µl 0.1 m Na-malonate, pH 5.0, 12% PEG 3350, 0.6 µl of DNA, and 0.6 µl of HUα^E34K^α^E34K^ dehydrated over Na-malonate, pH 5.0, 12% PEG 3350. The best diffraction crystals grew in the drops produced by streaking protein into the DNA drop. Crystals grew in 2–3 days at 20 °C.

### Data collection and structural analysis

Structures of HUαα-DNA and HUα^E34K^α^E34K^-DNA complexes were solved by molecular replacement with X-ray diffraction data collected from cryo-cooled crystals at the SIBYLS Beamline BL 12.3.1^58^ and BL 8.3.1 of the Advanced Light Source (ALS, Berkeley, CA). The data were indexed, integrated and scaled with XDS^59^ and the phases were defined by molecular replacement in PHASER^60^ using the refined structure of HUαα (PDBID: 4YEX^7^. Mathews coefficient was utilized to determine the contents of the ASU^61^. The molecular replacement phases yielded clear density for double-stranded DNA. Ideal DNA helices were placed manually into the density and the model was refined using Phenix Refine^62^. The side chains were built using sigmaA weighted 2Fo-Fc and Fo-Fc maps in COOT^63^ (Supplementary Table 1). Structures were visualized in CHIMERA^53^. Electrostatic surface potential was calculated by Poisson-Boltzmann electrostatic calculations at the pH = 4.0, 5.0, 6.0, and 7.0^64^.

### SAXS data collection and evaluation

SAXS data were collected at the ALS beamline 12.3.1 LBNL Berkeley, California^58^ at wavelength 1.03 Å using a Pilatus 2M detector with the sample-to-detector distance of 1.5 m, resulting in scattering vectors, *q* ranging from 0.01 Å^−1^ to 0.35 Å^−1^. The scattering vector is defined as *q* = 4π sin*θ*/*λ*, where 2*θ* is the scattering angle. All experiments were performed at 10 °C. For protein–DNA assemblies, protein HUα^E34K^α^E34K^ was mixed with 80 bp DNA ~5 min prior data collection at the HUα^E34K^α^E34K^/DNA ratios as indicated in Supplementary Figure 3. SAXS data were collected from 30-μl samples of HUαα, HUαα-80bp DNA, HUα^E34K^α^E34K^, and HUα^E34K^α^E34K^-80 bp DNA with 3 s X-ray exposures for 5 mins continuously exchanged into different buffer conditions (please see SASBDB data base for the buffer composition). Integral of ratio of the background of frames collected provided a signal plot for accurate buffer subtraction. SAXS curves were merged and analyzed using the program SCÅTTER. The SAXS profiles of HUαα-80 bp DNA under certain buffer conditions showed diffraction peaks defined by d-spacing between parallel DNAs, indicating formation of a crystalline phase in solution. These SAXS profiles cannot be used to obtain the radius of gyration *R*_g_ or the *P*(*r*) function. The SAXS profiles for HUαα, HUαα-80bp DNA, HUα^E34K^α^E34K^, and HUα^E34K^α^E34K^-80bp DNA complexes collected presently, which did not show diffraction peaks were investigated by comparing radius of gyrations *R*_g_ derived by the Guinier approximation^65^

1 $$\begin{array}{*{20}{c}} {\ln I( q ) = \ln I(0) - \frac{1}{3}q^2R_{\mathrm{g}}^2 } \end{array}$$

with the limits q*R_g_ < 1.3. Aggregation-free states of samples were investigated by defining linear region in the Guinier plots (Supplementary Figs. 2e, f and 3b). Cross-sectional radius of gyration (*R*_c_) and Porod volume^23^ where calculated using the program SCÅTTER for three independent HUαα-80bp DNA and HUα^E34K^-80bp DNA titration experiments. Pair distribution function *P*(*r*) was computed using the program GNOM^66^. The distance *r* where *P*(*r*) functions approach zero intensity specifies the maximal dimension (Dmax) of the macromolecule (Supplementary Figs. 2e, f and 3a). *P*(*r*) functions were normalized to volume of correlation of the assemblies calculated in SCÅTTER and listed in the Supplementary Table 2.

### Solution structure modeling

Experimental scattering profiles of HUαα-80bp DNA complexes that showed diffraction peaks were investigated for the behavior of Intensity in the low *q*-region (low angle). In the double logarithmic representation of the SAXS data, the power decay according to *I* ∝ *q*^−2^ was evident (Supplementary Figure 2a–d), indicating the presence of lamellar structures for the protein–DNA complexes in solution. Lamellar structures were fitted against the lamellar stack Caille function model in SasView (http://www.sasview.org/). The lamellar stack Caille function is defined as random lamellar head/tail/tail/head sheet with Caille structure factor. The scattering intensity *I*(*q*) is

2 $$\begin{array}{*{20}{c}} {I( q ) = 2\pi \frac{{P\left( q \right)S\left( q \right)}}{{q^2\delta }} } \end{array}$$

where *P*(*q*) is the form factor, *S*(*q*) is the structure factor dependent on Caille constant and *δ* is the total layer thickness. The combination of number of lamellar plates, Caille parameter (<0.8) and polydispersity in the bilayer thickness were determinants of acceptable fit to the individual scattering curves (Supplementary Table 3). Experimental scattering profiles of HUαα, HUαα-80bp DNA, HUα^E34K^α^E34K^, and HUα^E34K^α^E34K^-80 bp DNA complexes that did not show diffraction peaks showed a power decay according to *I* ∝ *q*^−1^ in the double logarithmic representation of the SAXS data (Supplementary Figure 2a–d), indicating the presence of filament-like structures. These data were fitted using atomistic models. We generated a pool of atomistic models of HUαα-80 bp DNA and HUα^E34K^α^E34K^-80bp DNA with different protein/DNA ratios based on the HUαα-DNA crystal structure at pH 4.5 and HUα^E34K^α^E34K^-DNA, respectively. We utilized FoXS^67^ to guide the selection of single representative state that fit the experimental SAXS profiles of HUαα-80 bp DNA complexes that did not show diffraction peaks and HUα^E34K^α^E34K^-80 bp DNA complexes at pH 6.5 and above from their corresponding pools of models. We applied ensemble analysis^68^ to match the SAXS curves of HUα^E34K^α^E34K^-80bp DNA complexes at different protein:DNA ratios using various protein–DNA-binding modes in these multi-component systems. A pool of HUα^E34K^α^E34K^-80 bp atomistic models with different protein–DNA ratios and protein–DNA bridging (covering two to three neighboring DNAs) were generated based on our crystals structures. The extended arms of HU and missing regions if any were built based on the complete protein models from HUαα-DNA crystal structure at pH 4.5. A selection of sub-ensemble of HUα^E34K^α^E34K^-80 bp DNA complexes coexisting in solution was guided by the fit to the experimental SAXS data using FoXS and Multi-FoXS^67,69^. The complexes were weighted and allowed selection of a minimal ensemble to avoid over-fitting of SAXS data. The match of theoretical weighted profiles to the experimental curve confirmed a filament-like structure for HUα^E34K^α^E34K^-80bp DNA complexes. Structures were visualized in CHIMERA^53^. Data and the related models were deposited in the SASBDB data base (https://www.sasbdb.org/). The SASBDB data base accession codes and experimental SAXS parameters are reported in Supplementary Table 2.

### Statistics and reproducibility

Descriptive statistics to obtain mean and standard deviation (for Fig. 1 and Supplementary Figure 3) were performed in OriginLab (OriginLab, Northampton, MA). Statistical significance was also assessed in OriginLab using a two-sided two-sample *t* test. For cell growth assay, the data were derived from *n* = 3 biological replicates. We used three independent biological replicates for each condition and/or genotype to detect differential gene expression in RNA-sequencing experiments. Statistics for LAC Histogram were determined from *n* = 10 independent bacterial cell for each experimental condition. SAXS experiments were repeated 2/3 times independently. We confirm that all attempts to replicate experiments were successful.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

Atomic coordinates and structure factors for the crystal structures are deposited in the Protein Data Bank (PDB–(https://www.rcsb.org/)) PDBID: 6O8Q, 6O6K, and 6OAJ (Fig. 5 and Supplementary Figures 4, 5). SAXS data are deposited in the Small-Angle Scattering Biological Data Bank (SASBDB−and SASDBD IDs are listed in the Supplementary Table 2 and figure legend of Supplementary Figure 3 (Fig. 4 and Supplementary Figures 2, 3). Soft X-ray tomography data are available here (https://ncxt-nas1.lbl.gov:5001/fsdownload/XKnLbGVgY/Nature%20comm). The RNA-Seq are deposited in the Gene Expression Omnibus data base (GEO) with accession code GSE134667 (Fig. 6). All data are available from the authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

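RNA-seq libraries of E. coli were analysed for 6 strains that differ in the genes of HU: WT, ΔhupA, ΔhupB, ΔhupAΔhupB, hupAE34K hupB+ and hupAE34KΔhupB. The authors grew WT cells to lag and log phase at pH 7.0 and to lag phase at pH 5.0, ΔhupB cells to lag phase at pH 7.0, and the other strains to lag phase at both pH. Each of these 12 conditions has 3 libraries, 36 in all, and every library was used. The authors depleted ribosomal RNA, made stranded paired-end libraries, trimmed the reads with Cutadapt, aligned them to the MG1655 genome with STAR and computed abundances with RSEM. The article's methods give no versions of Cutadapt, STAR and RSEM, and no genome build or annotation release.

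The deposited expected counts are RSEM's counts per gene, which are not scaled for library size and divide a read that fits several genes among them. The deposited FPKM values were computed by the authors with RSEM as fragments per kilobase of effective gene length, scaled to the fragments counted in each library, and 3429 of these values are 0 although the expected count is above 0. Both tables hold 4497 genes, with a gene identifier, a locus tag and a symbol for each. Locus tags were matched to the ASM584v2 gene table for biotypes and neighbouring genes, which covered 99.8% of the genes. In the tables 9 symbols occur more than once, and those genes are told apart by locus tag.

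Expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups given, libraries were scaled by TMM, and glmQLFit was run with its default settings on a design with one mean per group. glmTreat tested each comparison against a fold change of 1.5, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the false discovery rate (FDR). Growth phases were compared in the 6 WT libraries at pH 7.0, and everything else in the 33 lag-phase libraries. Differences between strains in the response to pH were tested as interactions. Printed expression values (CPM) are counts divided by the TMM-scaled library sizes, and errors are SDs of 3 replicates unless a standard error is named. Depth limits the smallest signal: a count of 3 was taken as the floor, and a gene at or below it in all libraries of a group is given as a lower bound on the fold change. A gene is said to share reads when its expected count is not whole in more than 10% of the libraries.

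The replicate number in the sample names was taken as a possible link between cultures of different conditions, since the paper does not say whether cultures of the same number were grown together. It was left out of the analysis as reported and entered as a replicate block in an alternative. This block paired cultures of the same number across all libraries of a fit, and not within the 2 compared groups alone. It gave 617 genes for the response of WT cells to pH in place of 407. The correlation between libraries of the same number was computed on the deviations of log2 CPM from the group means.

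Single genes were named by a rule: hupA, hupB and asr in every comparison, the first gene of each supplementary list of the paper, in each comparison the 3 largest rises and the 3 largest falls past the threshold with non-overlapping replicates, and every gene where at most 5 passed. Genes without a symbol were skipped. Values of ppiD and the fdo genes outside the comparisons where they passed, and those of csrB and proX, were looked up after the results were seen.

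The comparisons, the tests, this rule and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0 with its own size factors, limma 3.58.1 on log2(FPKM + 1), library size in place of TMM, 2 other filters on low counts, a robust quasi-likelihood fit, a likelihood-ratio glmTreat, thresholds of no fold change and of a log2 fold change of 1.5, an additional limit of 1.5 on the absolute log2 fold change, other sets of libraries in the fit, removal of the rRNA genes, the replicate block, and each replicate left out in turn. Unrounded counts, a replicate block within each pH, and protein-coding genes alone were added after the data had been seen. Gene sets for anaerobic respiration (41 genes), osmotic response (20 genes) and acid response (20 genes) were listed after some of the most changed genes had been seen and before any statistic of a set was computed. Each was compared with 10000 random lists of genes matched for expression.

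The procedure was tested on simulated data with the depth and spread of the libraries. For WT cells at the 2 pH it called 68.2% of the genes changed 4-fold and 48.5% of those changed 3-fold, with 1 false call among 82. Between growth phases it called 45.2% of the genes changed 4-fold. No coordinates are given, and whether reads with the E34K codon aligned as well as others was not tested.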

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

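The tests on the fdo genes, on the spread and depth at each pH and on swaps of strain labels were chosen only after the results were seen. The 5 comparisons are not reported in the paper, and values of other comparisons are given beside them where they bear on a test. In none of these comparisons could the splits of the libraries reach a share under 0.05, because there are only 10 splits. Of these, 4 part as many same-numbered pairs as the real one and are comparable with it.

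The response of ΔhupA cells to pH is not reported in the paper. By edgeR's glmTreat at an FDR below 0.05, 414 genes differed between pH 5.0 and pH 7.0, with 230 higher and 184 lower at pH 5.0, and 908 had an unadjusted p below 0.05. The replicates did not overlap for 410 of the 414 genes and for 40.1% of all genes tested, against 10% by chance. Of the 407 genes of WT cells, 290 were shared, all in the same direction, and the log2 fold changes had r = 0.88 across genes. The named genes include asr with a log2 fold change of 10.67, yciG at least 6.40-fold higher, bdm at least 9.31-fold higher, and yjiY, nmpC and malK with −6.90, −6.71 and −6.66, which lost their calls under 7 of 22, 4 of 21 and 6 of 22 alternatives. The real split was the only 1 of the 4 comparable splits with as many genes. All 9 other splits gave 0 genes.

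ΔhupAΔhupB and WT cells differed at pH 7.0 in 261 genes by edgeR's glmTreat at an FDR below 0.05, with 106 higher and 155 lower in ΔhupAΔhupB cells, and 729 had an unadjusted p below 0.05. At pH 5.0, 44 genes differed, 27 higher and 17 lower, and 231 had an unadjusted p below 0.05. The groups did not overlap for 251 of the 261 and 41 of the 44 genes, and for 32.6% and 25.4% of all genes tested, against 10% by chance. Of the genes, 23 were shared and all of these had the same direction. With the replicate number as a block, since same-numbered cultures deviated together (mean r = 0.46 and 0.30), 437 and 74 genes passed, among them all 261 and all 44. The deleted genes hupA (log2 fold change −7.78 and −7.79) and hupB (at least 1156-fold and 1012-fold lower) are among them. Others at pH 7.0 were yffQ with a log2 fold change of 4.60, lldP with 4.56, yffS with 4.07 and flgB with −4.58. Calls were lost under 3 (yffQ), 2 (lldP) and 6 (flgB) of 22 alternatives, and flgB fell to −2.96 with a single library left out. The others at pH 5.0 were yffQ with 6.31, yffS with 4.60, yffR with 3.44 and proV with −4.07. Calls were lost there under 3 (yffR) and 1 (proV) of 22 alternatives. In each comparison 1 of the 4 comparable splits, the real one, gave as many genes.

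The smaller count at pH 5.0 was weighed against technical explanations. The libraries were deeper at pH 5.0, with a ratio of 1.22 between the median totals. Depth thus does not explain a smaller count. The replicates were closer together at pH 5.0, with a ratio of 0.757 between the median SDs of log2 CPM. This ratio does not rule out spread as an explanation, because the fit of the lag-phase libraries pools the spread of both pH. Pooling can raise the count at pH 7.0, where replicates were further apart, and lower it at pH 5.0. Of the 261 genes, 243 had the same sign at pH 5.0, where their median log2 fold change in the direction seen at pH 7.0 was 0.67 against 1.63 at pH 7.0, a fall that also follows from choosing the genes at pH 7.0. The difference between the pH is the interaction of strain and pH, in which 0 genes had an FDR below 0.05 and 198 had an unadjusted p below 0.05 by edgeR's glmTreat. Same-numbered libraries were linked mainly within a pH (mean r = 0.56 at pH 7.0, 0.27 at pH 5.0 and 0.16 between the pH). With a replicate block (paired cultures) 1 gene passed in the interaction, and 20 with a block within each pH, which was chosen after seeing the data. Only 1 of 4 comparable swaps of the strain labels, the real one, had as many genes at an unadjusted p below 0.05, and the others had at most 26, but at an FDR below 0.05 another of them called 3 genes where the real labels called 0. The order of the counts at the 2 pH also depends on the processing, with 5 at pH 7.0 and 13 at pH 5.0 when only the compared groups were fitted, and 4 and 10 with glmTreat at a log2 fold change of 1.5. A smaller effect of HU at pH 5.0 may hold for some genes, but these data do not settle it.

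Single HU mutants differed from WT cells in few genes at pH 7.0. By edgeR's glmTreat at an FDR below 0.05, 5 genes differed in ΔhupA cells (72 at an unadjusted p below 0.05) and 3 in ΔhupB cells (21 at an unadjusted p below 0.05). They were hupA (log2 fold change −9.03), fdoH (1.81), fdoG (1.52), fdoI (1.29) and fimA (−2.43) in ΔhupA cells, and hupB (at least 1123-fold lower), fdoH (1.50) and fdoI (1.16) in ΔhupB cells. Calls were lost under 2 (fdoH), 6 (fdoG), 4 (fdoI) and 7 (fimA) of 22 alternatives in ΔhupA cells, and under 6 (fdoH) and 12 (fdoI) of 22 in ΔhupB cells, where library size in place of TMM left hupB alone. In both, 1 of 4 comparable splits gave as many genes past the threshold, but 4 of the 6 splits that follow the replicate numbers gave at least as many genes at an unadjusted p below 0.05, up to 351 and 382. At the FDR threshold those splits gave at most 1 and 0 genes, and with the replicate block 5 and 4 genes passed (same-numbered mean r = 0.67 and 0.72).

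The rise of fdoG, fdoH and fdoI was weighed against technical explanations. fdoG shares reads, with fractional counts in 72.2% of the libraries, whereas fdoH and fdoI had fractional counts in 0%. In ΔhupA cells fdoH kept a log2 fold change of at least 1.62 with any single library left out and had 1.74 with library size in place of TMM. ΔhupAΔhupB cells were higher than the mean of the other 4 mutant strains by 0.66 on the log2 scale (SE 0.14), with a value of 5.3e-05 in edgeR's quasi-likelihood test without a threshold and before adjustment, and an FDR of 0.54 by glmTreat. The other mutant strains lay close together against WT (log2 fold changes of fdoH 1.81, 1.50, 1.61 and 1.67), and all comparisons use the same 3 WT libraries. A rise of this operon on loss or change of HU is a candidate explanation that cannot be told apart from a difference of the WT strain alone, which the higher value in ΔhupAΔhupB cells does not exclude.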

How the results depend on the processing

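All alternatives were set before the results were seen, except unrounded counts, the replicate block within each pH and protein-coding genes alone, which were chosen after seeing the data. Counts are genes at an FDR below 0.05, and comparisons between pH are pH 5.0 against pH 7.0 in the strain named.

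The threshold moved the count between growth phases and the counts for pH furthest. With glmTreat at a log2 fold change of 1.5 they were 41 between lag and log phase, 79 for pH in WT, 49 in ΔhupAΔhupB, 82 in hupAE34K hupB+, 101 in hupAE34KΔhupB and 66 in ΔhupA cells, 4 and 10 for ΔhupAΔhupB against WT at pH 7.0 and pH 5.0, 1 for ΔhupA and 1 for ΔhupB against WT, 0 for hupAE34K hupB+ against WT at pH 7.0 and 0 for ΔhupB against hupAE34KΔhupB. Without a threshold on fold change they were 724, 1168, 824, 1132, 1342 and 1188, then 972 and 189, 16 and 6, 4 for hupAE34K hupB+ against WT at pH 7.0, 3 at pH 5.0, and 18 for the interaction of ΔhupAΔhupB and pH. With an additional limit of 1.5 on the absolute log2 fold change, ΔhupAΔhupB against WT had 150 genes at pH 7.0 and 28 at pH 5.0, and ΔhupB against WT had 1.

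With DESeq2 there were 267 genes for pH in WT, 167 in ΔhupAΔhupB, 290 in hupAE34K hupB+, 362 in hupAE34KΔhupB and 265 in ΔhupA cells, 127 for ΔhupAΔhupB and 2 for hupAE34K hupB+ against WT at pH 7.0, and 1 for the interaction of ΔhupAΔhupB and pH. With FPKM and limma there were 83 between growth phases, 214, 138, 254, 314 and 221 for pH in the same strains, 111 and 19 for ΔhupAΔhupB against WT at pH 7.0 and pH 5.0, 3 for ΔhupA and 1 for ΔhupB against WT. The tRNA genes tyrV and tyrT changed direction with FPKM, to a log2 fold change of 3.25 (FDR 0.90 by limma, over a range of 3.0e-07 to 0.90 across alternatives). The likelihood-ratio glmTreat gave 508 between growth phases, 2 for hupAE34K hupB+ against WT at pH 7.0 and 6 for the interaction of ΔhupAΔhupB and pH. Library size in place of TMM gave 1 gene for ΔhupB against WT.

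Which libraries enter the fit also mattered. With all 36 in one fit, 580 genes differed between growth phases, 260 of them shared with the 273. With only the compared groups, 151 genes differed with pH in ΔhupAΔhupB and 230 in ΔhupA cells, 5 and 13 for ΔhupAΔhupB against WT at pH 7.0 and pH 5.0, 1 for ΔhupA and 1 for ΔhupB against WT, 0 for hupAE34K hupB+ against WT at pH 7.0 and 0 for ΔhupB against hupAE34KΔhupB.

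The replicate block (paired cultures) gave 617 genes for pH in WT and 663 in hupAE34K hupB+ cells, 437 and 74 for ΔhupAΔhupB against WT, and 1 for the interaction of ΔhupAΔhupB and pH. Between growth phases it gave 183 genes, 169 shared, where same-numbered libraries had a mean r of −0.04, and for pH in ΔhupA cells 596, with a mean r of 0.02. With a block within each pH there were 796, 537, 849, 972 and 755 genes for pH in WT, ΔhupAΔhupB, hupAE34K hupB+, hupAE34KΔhupB and ΔhupA cells, 574 and 114 for ΔhupAΔhupB, 8 for ΔhupA and 3 for hupAE34K hupB+ against WT (pH 7.0 except the 114), and 20 for the interaction of ΔhupAΔhupB and pH.

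Across fits that each left out 1 replicate, the counts ranged from 71 to 432 between growth phases. For pH they ranged from 272 to 410 in WT, 168 to 321 in ΔhupAΔhupB, 286 to 472 in hupAE34K hupB+, 401 to 559 in hupAE34KΔhupB and 280 to 423 in ΔhupA cells. Against WT they ranged from 141 to 302 (pH 7.0) and 29 to 40 (pH 5.0) in ΔhupAΔhupB, 2 to 5 in ΔhupA and 1 to 3 in ΔhupB cells, and for the interaction of ΔhupAΔhupB and pH from 0 to 3. The counts of 1 for hupAE34K hupB+ against WT at pH 7.0 and for ΔhupB against hupAE34KΔhupB, and of 0 for hupAE34K hupB+ against WT at pH 5.0 and for both E34K interactions, were the same in every such fit.

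The balance of directions depended on scaling and on other settings. Between growth phases the share of genes higher was 60.4% without a threshold on fold change and 61.7% with all 36 libraries in one fit. Library size in place of TMM gave 206 higher and 276 lower for pH in hupAE34K hupB+ cells (42.7% higher against 57.8%), 221 and 212 in WT cells (51.0% against 60.2%), 250 and 55 between growth phases (82.0% against 72.5%) and 84 and 194 for ΔhupAΔhupB against WT at pH 7.0 (30.2% against 40.6%), with shifts of the median of all genes to 0.18 between growth phases, −0.11 for pH in WT, −0.18 in hupAE34K hupB+ and −0.10 for ΔhupAΔhupB against WT. FPKM gave 67 and 16 between growth phases (80.7%) and 112 and 26 for pH in ΔhupAΔhupB cells (81.2% against 69.8%). In ΔhupA cells it gave 147 and 74 (66.5% against 55.6%), and in hupAE34K hupB+ cells a median of −0.12. DESeq2 gave 14 and 16 for ΔhupAΔhupB against WT at pH 5.0 (46.7% against 61.4%). Scaling does not account for that shift. Library size in place of TMM gave 28 and 17 there (62.2%), and the median of all genes was 0.02 with DESeq2 against 0.01.

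Among named genes, apart from fits without a replicate, 60 results were weaker, 2 reversed and 1091 the same. The correlation of the pH responses of WT and ΔhupAΔhupB cells was 0.58 with FPKM. The other filters, the robust fit, removal of rRNA genes, unrounded counts and protein-coding genes alone left every count of a comparison within 1.5 times its value.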

Differences from the paper's values

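The tests in this part were set before the results were seen, apart from the comparison of read depth, which was added after the totals were known.

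For the gene past the threshold between ΔhupB and hupAE34KΔhupB cells at pH 7.0, the paper's log2 fold change is about −2.0 in Fig. 6d, read by eye, and the value here for ppiD is 2.00, positive when expression is higher in ΔhupB cells. The legend of the paper describes this comparison as panel f, whereas the figure shows it as panel d. The legend gives positive values to higher expression in ΔhupB cells, and the title of the panel names the strains in the opposite order. None of the alternatives set before the data were examined changed the sign.

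The paper gives a lowest depth of 18 M pass filter reads per sample, where the lowest total of the expected counts is 4.81 M. For the highest, the paper gives 24 M reads, where the total is 10.26 M. The paper's values count reads and the totals count what was assigned to genes. No alternative changes these totals.

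All other counts and log2 fold changes that the paper states for a measure computed here were within 1.5 times the paper's value or within the replicate error. For genes higher at pH 5.0 in ΔhupAΔhupB cells the text of the paper gives 175, its supplementary list holds 173, the paper's own length, and 178 passed here. With the robust quasi-likelihood fit 173 were higher and 75 lower, as in that list. The robust fit also gave the same counts in each direction as the other supplementary lists.

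The paper states that E34K left gene expression unchanged with and without HUβ at both pH. Here 1 gene passed at an FDR below 0.05 by edgeR's glmTreat between hupAE34K hupB+ and WT cells at pH 7.0, fdoH with a log2 fold change of 1.61, and 1 between ΔhupB and hupAE34KΔhupB cells, ppiD. With glmTreat at a log2 fold change of 1.5, and with only the compared groups in the fit, 0 genes passed in both comparisons. For hupAE34K hupB+ against WT at pH 7.0, other alternatives gave 4 genes (no threshold on fold change), 2 (DESeq2), 2 (likelihood-ratio glmTreat) and 3 (a replicate block within each pH, with paired cultures, chosen after seeing the values). At pH 5.0, where 0 genes passed and 27 had an unadjusted p below 0.05, 3 passed without a threshold on fold change. Neither fdoH nor ppiD can be assigned to E34K. At pH 7.0 fdoH was also higher than in WT cells without E34K, by 1.81 in ΔhupA and 1.50 in ΔhupB cells. ppiD was at −2.47 in ΔhupAΔhupB against ΔhupA cells, both without E34K, and at −0.13 in hupAE34K hupB+ against WT cells. ΔhupB cells were not measured at pH 5.0, so their comparison with hupAE34KΔhupB cells covers pH 7.0 only.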

Other observations

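The tests of gene sets, of ppiD, of hupA and of the replicate numbers in this part were chosen only after the result was seen, as were the swaps for interactions, whereas the comparison of lag phase with pH, the size of the response to pH and the splits of 2 groups were not.

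Anaerobic respiration genes were higher in lag than in log phase. The median log2 fold change of the 41 genes was 3.16, above all 10000 random lists, with 41 of 41 above 0 and 29 past the threshold. With protein-coding genes only, so that small RNAs in the log-phase libraries could not matter, the median was 3.04, and with any library left out it was at least 2.74. Between WT replicates of a phase the mean of the set ranged over at most 1.12, against a difference of 2.77 between the phases. In lag-phase cultures of the other strains at pH 7.0 it ranged over 2.54 in ΔhupA, 1.82 in hupAE34K hupB+, 1.20 in ΔhupB, 0.602 in hupAE34KΔhupB and 0.476 in ΔhupAΔhupB cells, and variation between cultures cannot be excluded as the source, since those strains have no log-phase libraries here. Lower oxygen in the lag-phase cultures may explain this, but oxygen was not measured, and a difference in batch between the log-phase and other libraries cannot be told apart from phase. In WT cells at pH 5.0 the same set fell by 2.43 on the log2 scale.

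The same genes could rise in lag phase and at pH 5.0, the conditions in which the paper found a less-condensed nucleoid in WT cells. Across 4029 genes the changes from log to lag phase and from pH 7.0 to pH 5.0 in ΔhupA cells, which share no library, had r = −0.32 (rho −0.31). Of the genes past the threshold, 2 were higher in both against 10.5 expected by chance, and 36 were higher in lag phase and lower at pH 5.0 against 8.99 expected. The test goes against the same genes rising in lag-phase WT cells and in ΔhupA cells at pH 5.0. It does not address genes that follow condensation, which the paper did not image in ΔhupA cells. The acidic cultures that the paper imaged were buffered with sodium acetate, whereas those sequenced at pH 5.0 were buffered with citrate.

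Osmotic response genes were higher at pH 5.0 in WT cells, with a median log2 fold change of 2.46 in the set. It was at least 2.39 with any library left out, and 2.50 above the median of all genes with library size in place of TMM. Osmolarity of the citrate buffer may be the cause and cannot be told apart from acidity, since every culture at pH 5.0 contained the buffer.

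ppiD was lower in hupAE34KΔhupB than in ΔhupB cells. The E34K substitution with hupB present changed it by −0.13 against WT, and loss of hupB in the ΔhupB strain by 0.19. With library size in place of TMM the difference between the strains without hupB was 2.01. ΔhupAΔhupB cells, with the hupB11 allele, were at −2.47 against ΔhupA cells (SE 0.17, edgeR glmTreat FDR 5.6e-09, 3 of 3 cultures lower). An effect of the hupB11 allele on the neighbouring gene may thus explain the difference without E34K, a hypothesis that a hupB11 strain with wild-type hupA would test.

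hupA was higher in the strains with E34K. Against WT at pH 5.0 the log2 fold change of 1.75 was 1.71 with library size in place of TMM and at least 1.55 with any library left out. The other comparisons were less steady. For hupAE34K hupB+ against WT at pH 7.0 the value of 1.04 ranged from 0.54 to 1.53 across such fits. For ΔhupB against hupAE34KΔhupB cells the value of −0.86 ranged from −1.38 to −0.46. Over 9 matched pairs of the same replicate number, all 9 were higher by 0.70 to 2.29 (exact sign-flip p = 0.0039, the smallest possible). With the replicate number as a block the value for hupAE34K hupB+ against WT at pH 5.0 was 1.83. The E34K allele may raise the transcript, but both strains derive from a single clone, so that allele and clone cannot be told apart, and no call was made at an FDR below 0.05 by edgeR's glmTreat.

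Acid response genes were higher in the strains with E34K at pH 5.0. Across libraries the set scored 5.24 ± 0.338 in 6 libraries with E34K and 4.59 ± 0.242 in 9 others (SD), a difference of 0.65 (exact permutation p = 0.001, the smallest of 1000 permutations, 0.002 after adjustment for the 2 pH), with 5 of 6 above all 9 others. At pH 7.0 the difference was 0.13 (exact permutation p = 0.173). Between hupAE34K hupB+ and WT cells the median log2 fold change was 0.59, with 17 of 19 genes above 0 and 0 past the threshold. It was 0.57 above all genes with library size in place of TMM and at least 0.55 with any library left out. In WT cells the set's score was 4.50 to 4.92 at pH 5.0 and 3.75 to 4.31 at pH 7.0, a rise carried by some of the genes, since the median log2 fold change was 0.05 (percentile 72.0, 10 of 19 genes above 0, 4 called higher and 0 lower). The median response to pH was 1.01 in hupAE34K hupB+ and 0.95 in hupAE34KΔhupB cells. Without E34K it was 0.62 in ΔhupAΔhupB cells (percentile 99.9, 5 called higher) and 0.24 in ΔhupA cells (percentile 93.8). A larger median response than in WT cells was thus not confined to the strains with E34K. In the interactions with pH the median was 0.57 for hupAE34K hupB+ (18 of 19 genes above 0) and 0.54 for hupAE34KΔhupB (16 of 19). Both were above all random lists, with 0 genes past the threshold. For ΔhupAΔhupB cells the interaction median was 0.33 (percentile 94.6, 13 of 19 genes above 0). A stronger response of these genes to pH 5.0 with E34K may be a hypothesis to test, though the set was picked among 48 medians and the strains share a clone.

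The number of genes that changed with pH was smaller in ΔhupAΔhupB than in WT cells. Over the 414 genes past the threshold in ΔhupA cells, the mean change in the direction of those cells was 1.77 in WT and 1.46 in ΔhupAΔhupB cells, a difference of −0.31 (exact permutation p = 0.08, 0.24 after adjustment for the 3 strains compared). The anaerobic respiration set fell less with pH in ΔhupAΔhupB cells (median −1.39 against −2.43 in WT cells). In ΔhupA cells, which keep hupB, the median was −1.72, with 8 of 41 genes above 0, and their cultures at pH 7.0 ranged over 2.54. A smaller fall than in WT cells was thus not confined to cells without HU. For ΔhupAΔhupB cells the set's median in the interaction was 1.45, above all random lists, with 35 of 41 genes above 0 and 0 past the threshold. Against WT cells at pH 7.0 it was −1.89, with 13 genes past the threshold. A smaller response without HU may exist, in that set at least, but the test over all 414 genes leaves it open, and a permutation of strains within a pH also carries the strain difference.

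Replicate numbers link the libraries at pH 7.0. Same-numbered libraries had a mean correlation of 0.56 (exact permutation p = 0.00013, the smallest possible of 7776). Cultures grown or processed together under one number are a candidate explanation. Paired analysis with a replicate block gave 437 genes for ΔhupAΔhupB against WT at pH 7.0.

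Splits of the libraries were counted for each comparison, with 4 that part all same-numbered pairs. The real split was the only 1 of 4 with as many genes between growth phases, for pH in WT, ΔhupAΔhupB, hupAE34K hupB+ and hupAE34KΔhupB cells, and for the single genes fdoH and ppiD. For hupAE34K hupB+ against WT at pH 5.0, where 0 genes passed, 4 of 4 did, as must happen with a count of 0. For ppiD, fdoH and this comparison, 4 of the 6 other splits, which follow replicate numbers, gave as many genes at an unadjusted p below 0.05, up to 418, 216 and 109. For the interactions, all 32 swaps within a pH were run first, and because a swap at a single pH carries the strain difference, the comparison was then restricted to the 4 swaps made alike at both pH. Since 0 genes were called for each, 4 of 4 gave as many called genes whatever the data, and the informative numbers are 1, 1 and 3 of 4 as many at an unadjusted p below 0.05 for ΔhupAΔhupB, hupAE34K hupB+ and hupAE34KΔhupB cells. Over all 32 swaps these numbers were 11, 8 and 25.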
